# The disease resistance protein SNC1 represses the biogenesis of microRNAs and phased siRNAs

**DOI:** 10.1038/s41467-018-07516-z

**Published:** 2018-11-29

**Authors:** Qiang Cai, Chao Liang, Suikang Wang, Yingnan Hou, Lei Gao, Li Liu, Wenrong He, Wenbo Ma, Beixin Mo, Xuemei Chen

## Abstract

Plants evolved an array of disease resistance genes (*R* genes) to fight pathogens. In the absence of pathogen infection, *NBS-LRR* genes, which comprise a major subfamily of *R* genes, are suppressed by a small RNA cascade involving microRNAs (miRNAs) that trigger the biogenesis of phased siRNAs (phasiRNAs) from *R* gene transcripts. However, whether or how *R* genes influence small RNA biogenesis is unknown. In this study, we isolate a mutant with global defects in the biogenesis of miRNAs and phasiRNAs in *Arabidopsis thaliana* and trace the defects to the over accumulation and nuclear localization of an R protein SNC1. We show that nuclear SNC1 represses the transcription of miRNA and phasiRNA loci, probably through the transcriptional corepressor TPR1. Intriguingly, nuclear SNC1 reduces the accumulation of phasiRNAs from three source *R* genes and concomitantly, the expression of a majority of the ~170*R* genes is up-regulated. Taken together, this study suggests an *R* gene-miRNA-phasiRNA regulatory module that amplifies plant immune responses.

## Abstract (web summary)

A small RNA-based signaling cascade prevents the induction of plant resistance genes (*R*-genes) in the absence of pathogen challenge. Here Cai *et al*. show that nuclear accumulation of the R protein SNC1 can activate immunity by suppressing small RNA production and releasing *R*-gene repression.

## Introduction

Plants often suffer from attacks by various pathogens and have evolved a series of defense mechanisms. One important mechanism is *Resistance* gene (*R* gene)-mediated disease resistance^1^. R proteins are activated upon pathogen infection and cause local programmed cell death named hypersensitive response (HR)^2^. Local HR often leads to systemic and broad-spectrum resistance to pathogens called systemically acquired resistance^3,4^.

*R* genes are classified into at least five groups according to domain composition^5^. Among them, the *NBS-LRR* family containing a nucleotide binding site (NBS) and a C-terminal leucine rich repeat domain (LRR) is the largest. *NBS-LRR* genes are widespread in plant genomes, usually numbering in hundreds^6,7^. The genome of *Arabidopsis thaliana* contains approximately 170 *NBS-LRR* genes^8^.

While *R* genes confer resistance to pathogens, their constitutive expression is detrimental to plant growth such that their expression must be tightly regulated. Some *NBS-LRR* genes are silenced by microRNAs (miRNAs)^9,10^; a notable example is the tobacco *N* gene that confers resistance toward tobacco mosaic virus (TMV)^11^. But repression of *R* gene expression by small RNAs is not limited to individual miRNA–*R* gene interactions and entails global effects mediated by phased siRNAs (phasiRNAs). PhasiRNAs are a class of small RNAs that is widespread in the plant kingdom. PhasiRNA biogenesis is triggered by miRNA-guided cleavage of noncoding transcripts or certain protein coding transcripts. A cleavage fragment from these transcripts becomes the source of phasiRNAs^12^. In *Arabidopsis*, eight noncoding *TAS* loci generate phasiRNAs, and these small RNAs were originally named trans-acting small interfering RNAs (tasiRNAs) as they regulate targets *in trans*^13–16^. Emerging evidence indicates that plants utilize specific miRNAs to target some *NBS-LRR* genes and trigger the production of phasiRNAs from these transcripts. The phasiRNAs are thought to regulate *NBS-LRR* genes either in *cis* or in *trans*, forming a self-reinforcing regulatory network that globally suppresses *R* gene expression^9,17^. In *Arabidopsis*, miR472 and miR825^*^ target two *NBS-LRR* genes and trigger the production of phasiRNAs from these transcripts^18–20^.

Given that *R* genes are globally repressed by a miRNA–phasiRNA cascade, how do plants overcome this repression to induce and maintain *R* gene expression during defense? Do *R* genes also influence small RNA biogenesis? In a genetic screen designed to uncover players of miRNA biogenesis, we isolated a mutant with global defects in miRNA biogenesis. Rather unexpectedly, the defects in miRNA biogenesis in this mutant were traced to the over accumulation and nuclear localization of the *R* gene product SNC1. We showed that nuclear SNC1 likely inhibited miRNA biogenesis by repressing the transcription of *MIR* genes together with its interacting protein TPR1, a transcriptional co-repressor. SNC1 and TPR1 also repressed the accumulation of phasiRNAs from three *R* genes and led to a global induction of the *R* family. This work revealed a mechanism whereby an activated R protein may relieve the global repression of *R* genes by small RNAs to enable defense. While the previously known miRNA–phasiRNA–*R* genes module represses *R* gene expression in the absence of pathogens, the *R* gene–miRNA–phasiRNA module discovered in this study likely enables *R* gene expression during defense.

## Results

### Isolation of a mutant with reduced abundance of miRNAs

An ethylmethane sulfonate (EMS) mutagenesis screen was performed with the *Arabidopsis* line *pSUC2:amiR-SUL*^21^, which will be referred to as *amiR-SUL* thereafter, to identify genes required for miRNA biogenesis and/or activity. In this *amiR-SUL* line, an artificial miRNA is expressed in the vasculature and silences the endogenous chlorophyll biosynthesis gene *CHLORINA42* (also known as *SULFUR, SUL*) in mesophyll cells to result in vein-centered leaf bleaching. We isolated a suppressor mutant (*amiR-SUL sup-B65*) with reduced vein-centered bleaching, a phenotype implying compromised amiR-SUL activity (Fig. 1a, b). In addition to reduced leaf bleaching, *amiR-SUL sup-B65* showed pleiotropic phenotypes, including dwarfism and twisted leaves (Fig. 1a, b). The *amiR-SUL sup-B65* mutant was backcrossed with the parental *amiR-SUL* line, and plants resembling *amiR-SUL sup-B65* in morphology (reduced plant size and reduced leaf bleaching) constituted 1/16 of the F2 population (20 out of 337 F2 plants); this segregation ratio is consistent with the phenotype being caused by two unlinked, recessive mutations (*χ*^2^ = 0.05; *P* = 0.822; Table 1). The *amiR-SUL sup-B65* line was also crossed with wild type (Col) to remove the *amiR-SUL* transgene. Plants with morphology (reduced plant size) similar to *amiR-SUL sup-B65* but without the *amiR-SUL* transgene were recovered and will be referred to as *sup-B65* (Supplementary Fig. 1a).

**Fig. 1:**
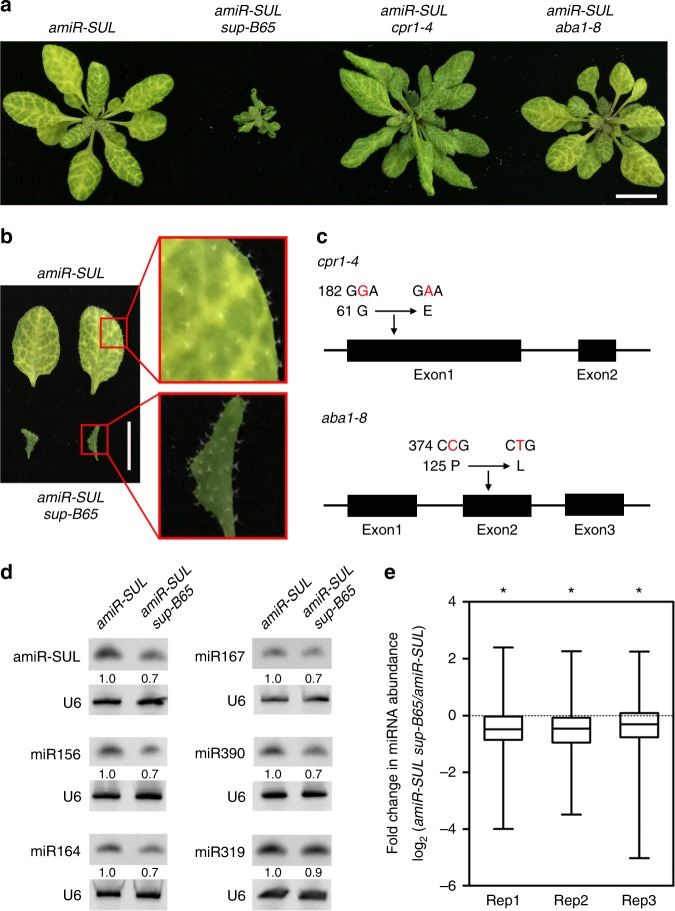
Isolation and characterization of a mutant with reduced accumulation of miRNAs. **a** Plants of the following genotypes: *amiR-SUL*, *amiR-SUL sup-B65*, *amiR-SUL cpr1–4*, and *amiR-SUL aba1–8*. In addition to reduced leaf bleaching, *amiR-SUL sup-B65* plants exhibit pleiotropic phenotypes, including dwarfism and twisted leaves. Bar = 1 cm. **b** Rosette leaves from *amiR-SUL* and *amiR-SUL sup-B65* plants. Portions of the leaves (as marked by the rectangles) were magnified to show the phenotypes of vein-centered bleaching. Bar = 1 cm. **c** Two candidate mutated sites were identified in *amiR-SUL sup-B65*, one being a transition of G to A, which results in the substitution of Gly182 for Glu, in *CPR1* (At4g12560) and the other being a transition of C to T, which leads to the substitution of Pro125 for Leu, in *ABA1* (At5g63070). The two alleles were named *cpr1–4* and *aba1–8*. **d** Northern blots to detect six miRNAs (amiR-SUL, miR156, miR164, miR167, miR319, and miR390) in 15-day-old seedlings of *amiR-SUL* and *amiR-SUL sup-B65*. U6 served as an internal control. The numbers indicate the relative abundance of the miRNAs in the two genotypes. **e** Small RNA sequencing from 15-day-old seedlings of *amiR-SUL* and *amiR-SUL sup-B65* in three biological replicates (Rep1, Rep2 and Rep3). A global reduction in miRNA accumulation was observed in *amiR-SUL sup-B65* relative to *amiR-SUL* (^*^Student’s *t* test: *P* < 0.05). Source data are provided as a Source Data file

**Table 1:** Segregation analysis in the F2 population

F2 backcross (female × male)	Number of plants with *amiR-SUL sup-B65* phenotype	Number of total F2 plants	Plants with *amiR-SUL sup-B65* phenotype/total (expected)	*χ*^2^ (*P* value) for 1:16
*amiR-SUL* × *amiR-SUL sup-B65*	20	337	5.93% (6.25%)	0.05 (0.822)

The reduced leaf bleaching in *amiR-SUL sup-B65* could be caused by lower levels of amiR-SUL. Indeed, northern blotting showed that the levels of amiR-SUL were reduced to approximately 70% of wild type levels (Figs. 1d and 2b). The expression of *SUL* was anticorrelated with that of amiR-SUL—the levels of both *SUL* mRNA (Fig. 2c) and protein (Fig. 2d) were increased in *amiR-SUL sup-B65* as compared to *amiR-SUL*.

**Fig. 2:**
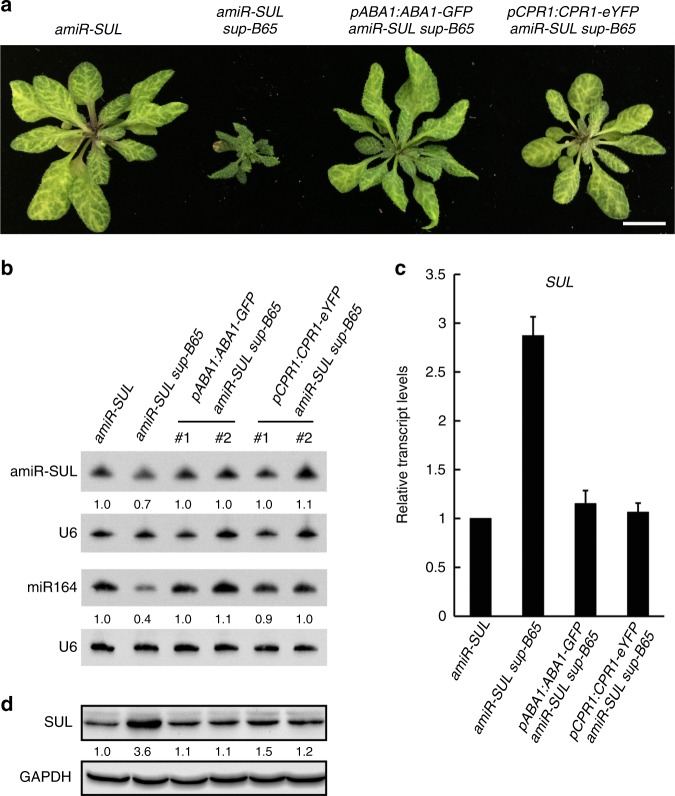
Simultaneous mutations in *CPR1* and *ABA1* cause the phenotypes of *amiR-SUL sup-B65*. **a** Plants of the indicated genotypes. *amiR-SUL sup-B65* plants were transformed with *pCPR1:CPR1-eYFP* or *pABA1:ABA1-GFP*. Either transgene fully rescued the morphological defects of *amiR-SUL sup-B65*. Bar = 1 cm. **b** Northern blots to determine the abundance of amiR-SUL and an endogenous miRNA in plants of the indicated genotypes. Two independent transgenic lines of *pCPR1:CPR1-eYFP* and *pABA1:ABA1-GFP* were used. U6 served as the internal control. The numbers indicate relative abundance of the miRNAs. **c** Relative transcript levels of the amiR-SUL target gene *SUL* in the indicated genotypes as determined by quantitative RT-PCR. The levels of *SUL* transcript in *amiR-SUL sup-B65* were restored to those in *amiR-SUL* by either the *pCPR1:CPR1-eYFP* or *pABA1:ABA1-GFP* transgene. Error bars represent standard deviations calculated from three biological replicates. **d** Western blots to determine SUL protein levels in plants of the same genotypes as in **b**. GAPDH served as a loading control. SUL protein levels were elevated in *amiR-SUL sup-B65* but restored by either *pCPR1:CPR1-eYFP* or *pABA1:ABA1-GFP* in two independent transgenic lines. Source data are provided as a Source Data file

In order to investigate whether this mutant had a general defect in miRNA biogenesis, we performed northern blotting to examine endogenous miRNAs. The levels of all tested miRNAs (miR156, miR164, miR167, miR319, and miR390) were reduced by 10–30% in *amiR-SUL sup-B65* relative to *amiR-SUL* (Fig. 1d). To obtain a global perspective on miRNAs, we performed small RNA sequencing from 15-day-old seedlings of *amiR-SUL* and *amiR-SUL sup-B65* in three biological replicates. A global reduction in miRNA accumulation was observed in *amiR-SUL sup-B65* (Fig. 1e and Supplementary Data 1). Therefore, the *amiR-SUL sup-B65* mutant is partially defective in miRNA biogenesis.

### Mutations in *CPR1* and *ABA1* underlie the mutant phenotypes

Whole genome resequencing was performed to identify the mutations in *amiR-SUL sup-B65*. The *amiR-SUL sup-B65* mutant was backcrossed with the parental *amiR-SUL* line, and F2 plants exhibiting the phenotypes of *amiR-SUL sup-B65* (reduced plant size and reduced leaf bleaching) were pooled for resequencing. Two candidate mutated sites were identified, one being a transition of G to A, which results in the substitution of Gly182 for Glu, in *CPR1* (At4g12560) (Fig. 1c) and the other being a transition of C to T, which leads to the substitution of Pro125 for Leu, in *ABA1* (At5g63070) (Fig. 1c). These two mutations were named *cpr1–4* and *aba1–8*, respectively. We first tested the linkage of these two mutations with the *amiR-SUL sup-65* phenotype (dwarf morphology and reduced area of vein-centered bleaching). In the F2 progeny of the backcross with the parental *amiR-SUL* line, 72 plants with the *amiR-SUL sup-B65* phenotype were genotyped for *cpr1–4* and *aba1–8*. All 72 plants were homozygous for both mutations, indicating that the visible phenotype of *amiR-SUL sup-B65* was linked to *cpr1–4* and *aba1–8*. From the same F2 population, we also genotyped plants that do not have the *amiR-SUL sup-B65* phenotype and identified homozygous plants containing only the *cpr1–4* or the *aba1–8* mutation. The *aba1–8* mutation had no effect on the leaf bleaching phenotype, and the *cpr1–4* mutation had a weak effect, as reflected by the “greener” look of the *amiR-SUL cpr1–4* plants in comparison to *amiR-SUL* plants (Fig. 1a). Neither mutation by itself caused any drastic changes in plant size (Fig. 1a).

We identified *cpr1–4* and *aba1–8* single mutants as well as the *cpr1–4 aba1–8* double mutant without the *amiR-SUL* transgene in the F2 progeny of a cross between *amiR-SUL sup-B65* and Col (Supplementary Fig. 1a). The two single mutants were larger than the double mutant (Supplementary Fig. 1a). To confirm that the combination of mutations in *CPR1* and *ABA1* leads to a drastic reduction in plant size, we obtained two T-DNA insertion lines, SALK_045148 (*cpr1–3*)^22^ and SALK_059469 (which we named *aba1–7*), and generated the double mutant. The *cpr1–3 aba1–7* double mutant, but not either single mutant, had drastically reduced plant size resembling *cpr1–4 aba1–8* (Supplementary Fig. 1b).

We performed complementation tests to confirm that the reduced plant size in *cpr1–4 aba1–8* and the reduced leaf bleaching in *amiR-SUL sup-B65* were due to mutations in both *CPR1* and *ABA1*. Both *cpr1–4 aba1–8* and *amiR-SUL sup-B65* plants were transformed with *pCPR1:CPR1-eYFP* or *pABA1:ABA1-GFP*. Either transgene fully rescued the morphological defects of *amiR-SUL sup-B65* (Fig. 2a) and *cpr1–4 aba1–8* (Supplementary Fig. 1c), indicating that only the combination of *cpr1* and *aba1* mutations led to drastically reduced plant size. The reduced leaf bleaching in *amiR-SUL sup-B65* was also rescued by either transgene (Fig. 2a). Consistently, either transgene restored the levels of amiR-SUL (Fig. 2b), as well as the levels of *SUL* RNA (Fig. 2c) and SUL protein (Fig. 2d), to wild-type levels. Moreover, either transgene rescued the defect in miR164 accumulation in the *amiR-SUL sup-B65* mutant (Fig. 2b). Therefore, the miRNA biogenesis and plant size defects of *amiR-SUL sup-B65* were attributable to a combination of *cpr1–4* and *aba1–8*. For simplicity, we thereafter refer to the double mutant *cpr1–4 aba1–8* as *cpr1 aba1*.

### *MIR* promoter activities are reduced in *cpr1 aba1*

We sought to determine how miRNA biogenesis is affected by mutations in *CPR1* and *ABA1*. We first tested whether the levels of endogenous miRNAs are affected by *cpr1* and *aba1* mutations when the *amiR-SUL* transgene is not present. We determined the levels of miR159, miR164, miR319, and miR394 in 15-day-old seedlings of *cpr1 aba1* and wild type by northern blotting. All of them showed a modest reduction in *cpr1 aba1* (Fig. 3a). Given that mature miRNAs are processed from pri-miRNAs (primary miRNAs), we next performed real-time RT-PCR to examine the levels of eleven pri-miRNAs in Col and *cpr1 aba1*. The levels of these pri-miRNAs were decreased in *cpr1 aba1* as compared to Col except for pri-miR393b (Fig. 3b). The reduced levels of pri-miRNAs may result from reduced transcription of *MIR* genes or enhanced degradation of pri-miRNAs. We tested whether the reduction in pri-miRNA levels is attributable to impaired *MIR* promoter activity. The *cpr1 aba1* double mutant was crossed with a transgenic line in which a *GUS* reporter gene driven by the *MIR167a* promoter (*pMIR167a:GUS*) is inserted into a single locus^23,24^. In the F3 generation, we obtained *cpr1 aba1* plants containing homozygous *pMIR167a:GUS*. GUS activity was visibly lower in *cpr1 aba1* than in Col as revealed by GUS staining (Fig. 3c). Real-time RT-PCR analysis confirmed that the *cpr1 aba1* double mutant had lower *GUS* transcript levels than wild type (Fig. 3d). Therefore, defects in miRNA biogenesis in *cpr1 aba1* are likely due to reduced transcription of *MIR* genes.

**Fig. 3:**
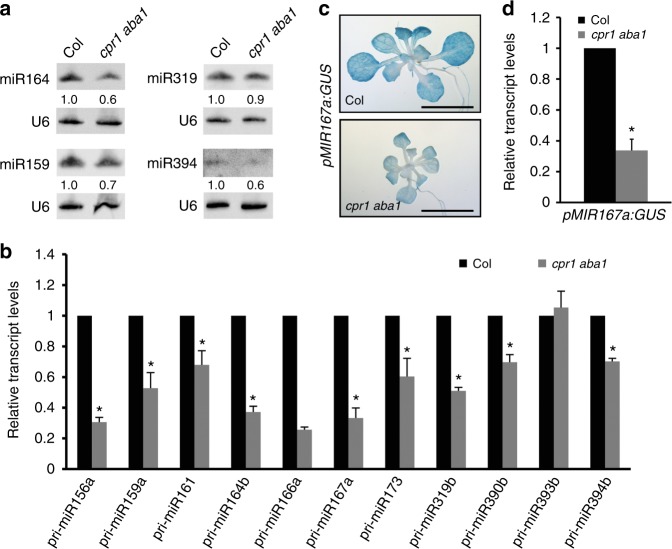
*MIR* promoter activities are reduced in *cpr1 aba1*. **a** Northern blots for four miRNAs in 15-day-old seedlings of wild type (Col) and *cpr1 aba1*. U6 served as the loading control. The numbers indicate relative abundance. **b** The levels of eleven pri-miRNAs in wild type (Col) and *cpr1 aba1* as determined by quantitative RT-PCR. Error bars represent standard deviation calculated from three biological replicates (^*^Student’s *t* test: *P* < 0.05). **c** GUS staining of *pMIR167a:GUS* and *pMIR167a:GUS cpr1 aba1* seedlings. Note that the *pMIR167a:GUS* transgene was at a single locus and was homozygous in the two lines. The staining was visibly lower in *pMIR167a:GUS cpr1 aba1*. Bar = 5 mm. **d** GUS transcript levels as determined by quantitative RT-PCR analysis of the genotypes in **c**. Error bars represent standard deviations calculated from three biological replicates (^*^Student’s *t* test: *P* < 0.05). Source data are provided as a Source Data file

### Derepression of SNC1 suppresses miRNA biogenesis

*CPR1* encodes an F-Box protein that functions as a negative regulator of the R protein SNC1 likely through SCF (Skp1-cullin-F-box)-mediated protein degradation^22,25^. Loss of *CPR1* function leads to increased SNC1 protein levels and constitutive defense responses^25^. *ABA1* encodes a zeaxanthin epoxidase that functions in the first step of the biosynthesis of the abiotic stress hormone abscisic acid (ABA)^26^. While ABA is well known for its role in plants’ resistance to abiotic stresses^27^, a recent study revealed that ABA deficiency promotes the activity and nuclear localization of SNC1 and other R proteins such as RPS4^28^. Therefore, it is reasonable to speculate that *SNC1* underlies the *amiR-SUL* suppressor phenotype of *amiR-SUL cpr1 aba1*.

To test this hypothesis, we first crossed *amiR-SUL cpr1 aba1* with *snc1–11*, a loss-of-function mutant of *SNC1*^29^. In contrast to *amiR-SUL cpr1 aba1*, *amiR-SUL cpr1 aba1 snc1–11* had the same phenotype as *amiR-SUL*, in terms of both plant size and leaf bleaching area (Fig. 4a). Thus, loss of function in *SNC1* fully rescued the *amiR-SUL cpr1 aba1* phenotype, indicating that *CPR1* and *ABA1* promote amiR-SUL accumulation by suppressing *SNC1* expression. Consistent with this, the SNC1 protein abundance was drastically elevated in *amiR-SUL cpr1 aba1* relative to *amiR-SUL* (Fig. 4c).

**Fig. 4:**
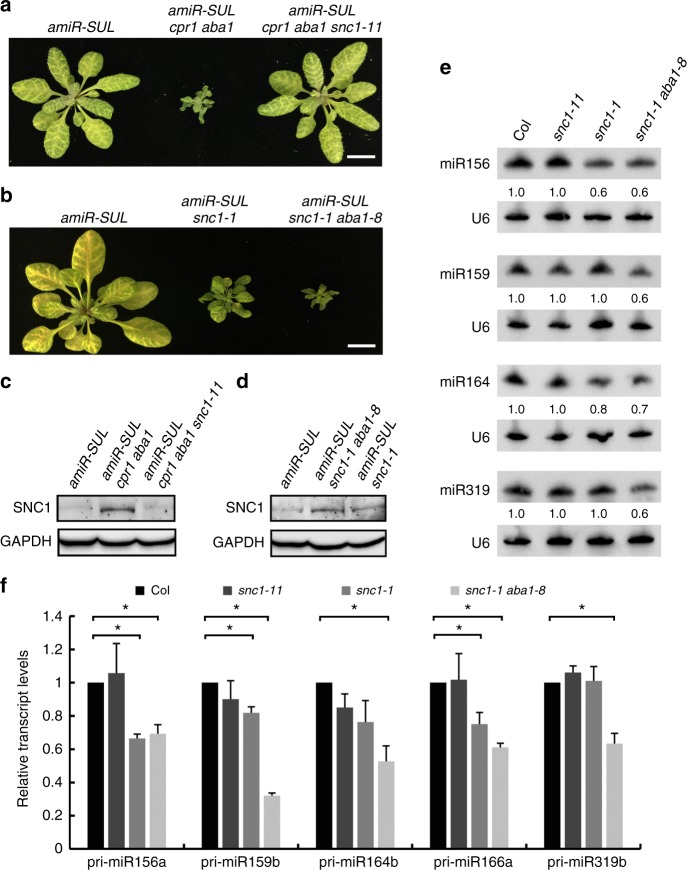
The R protein SNC1 underlies the *amiR-SUL* suppressor phenotype of *cpr1 aba1*. **a** Plants of the indicated genotypes. In contrast to *amiR-SUL cpr1 aba1*, *amiR-SUL cpr1 aba1 snc1–11* had the same phenotype as *amiR-SUL*, in terms of both plant size and leaf bleaching. Bar = 1 cm. **b** Plants of the indicated genotypes. The *amiR-SUL snc1–1* plants were smaller than *amiR-SUL* plants and showed a mild reduction in leaf bleaching. *amiR-SUL snc1–1 aba1–8* plants were similar to *amiR-SUL cpr1 aba1* (**a**) in both plant size and leaf bleaching. Bar = 1 cm. **c**–**d** Western blots to detect the SNC1 protein in the indicated genotypes. **c** The SNC1 protein was drastically elevated in abundance in *amiR-SUL cpr1 aba1* relative to *amiR-SUL*. **d** The SNC1 protein was elevated in abundance in *amiR-SUL snc1–1* relative to *amiR-SUL*, while the levels of SNC1 were not drastically different between *amiR-SUL snc1–1 aba1–8* and *amiR-SUL snc1–1*. GAPDH served as a loading control. **e** Northern blots for four miRNAs from 15-day-old seedlings of wild type (Col), *snc1–11*, *snc1–1* and *snc1–1 aba1–8*. U6 served as the loading control. The numbers indicate relative abundance. **f** The levels of five pri-miRNAs in wild type (Col), *snc1–11*, *snc1–1* and *snc1–1 aba1–8* as determined by real-time RT-PCR. Error bars represent standard deviation calculated from three biological replicates (^*^Student’s *t* test: *P* < 0.05). Source data are provided as a Source Data file

The gain-of-function mutant *snc1–1* exhibits derepressed *SNC1* expression and constitutive defense responses^30^. We introduced *snc1–1* into the *amiR-SUL* background to evaluate its effects on amiR-SUL. As expected, the abundance of the SNC1 protein was elevated in *amiR-SUL snc1–1* relative to *amiR-SUL* (Fig. 4d). The *amiR-SUL snc1–1* plants were smaller than *amiR-SUL* plants and showed a mild reduction in leaf bleaching (Fig. 4b), but the phenotypes were much weaker than those of *amiR-SUL cpr1 aba1* (Fig. 4a). We performed small RNA sequencing of *amiR-SUL* and *amiR-SUL snc1–1* to determine the global profiles of miRNAs. Although some miRNAs were reduced in abundance in *amiR-SUL snc1–1* as compared to *amiR-SUL* (Supplementary Data 2), no significant global reduction in miRNA levels was observed (Supplementary Fig. 2). On the other hand, *amiR-SUL cpr1 aba1* showed a global reduction in miRNA accumulation as compared to either *amiR-SUL* or *amiR-SUL snc1–1* (Supplementary Fig. 2). Given that *aba1* mutations are expected to enhance the nuclear localization of SNC1, we reasoned that *aba1* mutations would enhance the *snc1–1* phenotype. Indeed, *amiR-SUL snc1–1 aba1–8* plants had stronger phenotypes than *amiR-SUL snc1–1* in both plant size and leaf bleaching (Fig. 4a, b). The levels of the SNC1 protein were not drastically different between *amiR-SUL snc1–1 aba1–8* and *amiR-SUL snc1–1* (Fig. 4d), consistent with the hypothesis that *aba1–8* promoted the nuclear localization rather than the abundance of the SNC1 protein.

To further evaluate the effects of *snc1–11*, *snc1–1*, and *snc1–1 aba1–8* mutations on endogenous miRNAs, we performed northern blotting in these genotypes for miR156, miR159, miR164, and miR319. These miRNAs were unaffected in *snc1–11*, but all of them showed a 30–40% reduction in *snc1–1 aba1–8*, and two of them (miR156 and miR164) were also reduced in *snc1–1* (Fig. 4e). We performed real-time RT-PCR to examine the levels of five pri-miRNAs (pri-miR156a, pri-miR159b, pri-miR164b, pri-miR166a, and pri-miR319b) in these genotypes. The pri-miRNAs were unaffected in *snc1–11*, while all of them were decreased by 35–60% in *snc1–1 aba1–8*. Three pri-miRNAs showed a significant reduction in *snc1–1* (Fig. 4f). Thus, the *aba1–8* mutation enhanced *snc1–1* in terms of its miRNA biogenesis defects. Taken together, these results suggested that the over accumulation and nuclear localization of SNC1 decrease the abundance of miRNAs by repressing the transcription of *MIR* genes.

### Induced SNC1 nuclear accumulation inhibits *MIR* transcription

Previous studies revealed a correlation between the nuclear abundance of SNC1 and its activity in disease resistance^28,31^. Our genetic studies led to the hypothesis that nuclear SNC1 represses miRNA biogenesis. To test this hypothesis, we sought to induce the nuclear accumulation of SNC1 at the transcriptional level through a β-estradiol-inducible promoter. A SNC1–NLS–GFP fusion was generated by inserting a nuclear localization signal (NLS) from the simian virus (SV40) large T-antigen^32^ between SNC1 and GFP, while NLS–GFP and SNC1–GFP were also generated for comparison.

*NLS–GFP, SNC1–GFP*, and *SNC1–NLS–GFP* transgenic seedlings were treated with DMSO or 50 μM β-estradiol (dissolved in DMSO). GFP fluorescence was detectable in root cells of β-estradiol-treated but not mock-treated plants (Fig. 5a). As expected, NLS–GFP was largely nuclear localized (Fig. 5a). SNC1–GFP and SNC1–NLS–GFP signals were present in both the nucleus and the cytoplasm, with the latter being more enriched in the nucleus (Fig. 5a). RNA was extracted from these plants and real-time RT-PCR was performed to determine the levels of five pri-miRNAs (pri-miR159a, pri-miR159b, pri-miR164b, primiR166a, and pri-miR167a). For *SNC1–GFP*, the levels of four of the five pri-miRNAs were reduced by 15–40% in β-estradiol-treated plants relative to mock-treated plants. For *SNC1–NLS–GFP*, the levels of all five pri-miRNAs were reduced by 35–57% in β-estradiol-treated plants relative to mock-treated plants (Fig. 5b). While the pri-miRNAs were similar in abundance in mock-treated *SNC1–NLS–GFP* and *SNC1–GFP* plants, three of the five pri-miRNAs were more severely affected in β-estradiol-treated *SNC1–NLS–GFP* plants than β-estradiol-treated *SNC1–GFP* plants. Thus, the nuclear accumulation of SNC1 represses the biogenesis of some miRNAs.

**Fig. 5:**
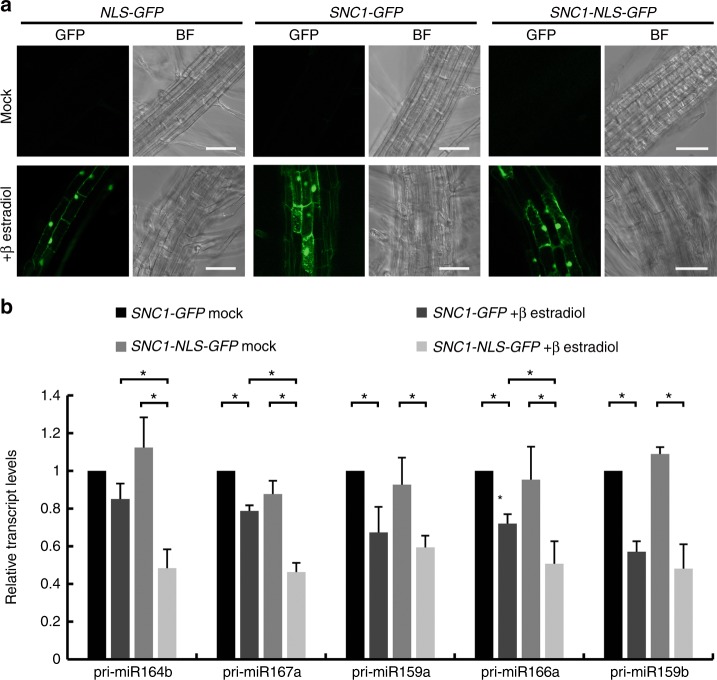
Induced SNC1 nuclear accumulation is sufficient to inhibit *MIR* gene expression. **a** *NLS-GFP*, *SNC1-GFP*, and *SNC1-NLS-GFP* transgenic seedlings were treated with DMSO (mock) or 50 μM β-estradiol (dissolved in DMSO). GFP fluorescence was detectable in roots of β-estradiol-treated but not mock-treated plants. BF bright field. Bar = 50 μm. **b** Relative levels of five pri-miRNAs in *SNC1-NLS-GFP* and *SNC1-GFP* after 6 h of mock and 50 μM β-estradiol treatment as determined by real-time RT-PCR. Error bars represent standard deviations calculated from three biological replicates (^*^Student’s *t* test: *P* < 0.05). Source data are provided as a Source Data file

### The corepressor TPR1 represses *MIR* transcription

It was shown that nuclear SNC1 functions in defense responses through its association with TPR1, a transcriptional corepressor^33^. A *pTPR1:TPR1-HA* transgenic line with *TPR1* overexpression showed constitutive activation of defense responses^33^. *pTPR1:TPR1-HA* plants were similar in size to *cpr1 aba1* plants (Figs. 6a and 2a). To determine whether *TPR1* overexpression also phenocopies *cpr1 aba1* in terms of miRNA biogenesis defects, we crossed *amiR-SUL* with *pTPR1:TPR1-HA*. The *amiR-SUL pTPR1:TPR1-HA* plants displayed not only a dwarf phenotype but also reduced vein-centered bleaching (Fig. 6a). We investigated the abundance of endogenous miRNAs by northern blotting. The levels of miR164, miR173, miR319, miR390, and miR159 in 15-day-old seedlings of *pTPR1:TPR1-HA* were reduced to 50–70% of wild type levels (Fig. 6b). In addition, real-time RT-PCR showed that the levels of seven pri-miRNAs were markedly reduced in *pTPR1:TPR1-HA* (Fig. 6c). These results are consistent with the model that the nuclear accumulation of SNC1 in *cpr1 aba1* downregulates the abundance of miRNAs through the corepressor TPR1, which represses the transcription of *MIR* genes.

**Fig. 6:**
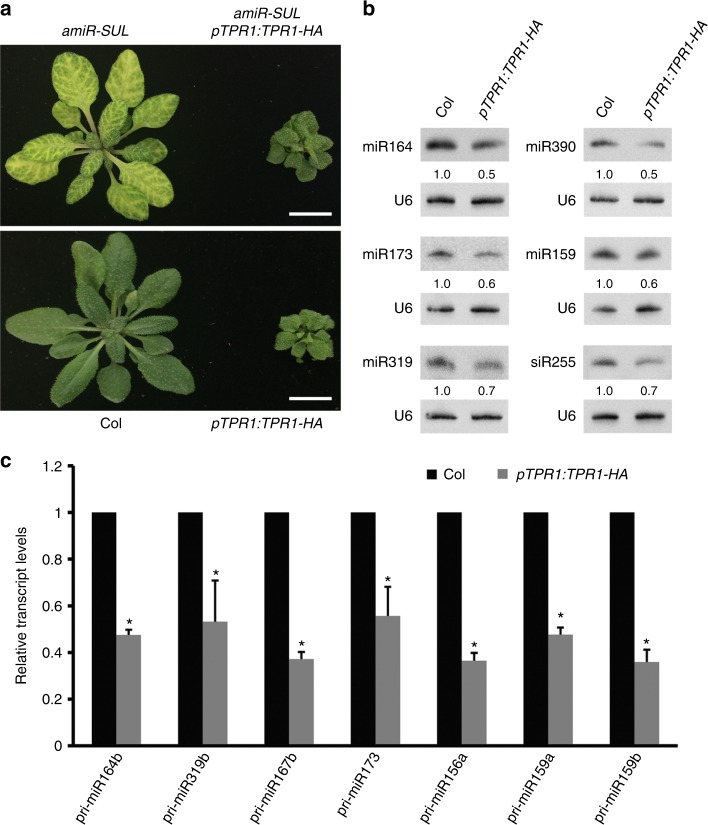
The transcriptional corepressor TPR1 represses the transcription of *MIR* genes. **a** Plants of the indicated genotypes. *pTPR1:TPR1-HA* plants were similar in plant size to *cpr1 aba1* plants (Fig. 2a). The *amiR-SUL pTPR1:TPR1-HA* plants displayed not only a dwarf phenotype but also reduced vein-centered bleaching. Bar = 1 cm. **b** Northern blots to detect five miRNAs and an endogenous siRNA (siR255 from *TAS1A/B/C*) in 15-day-old seedlings of wild type (Col) and *pTPR1:TPR1-HA* plants. Reduced accumulation was found for all these small RNAs in *pTPR1:TPR1-HA* plants. **c** Relative levels of seven pri-miRNAs in *pTPR1:TPR1-HA* vs. wild type (Col) as determined by real-time RT-PCR. Error bars represent standard deviations calculated from three biological replicates (^*^Student’s *t* test: *P* < 0.05). Source data are provided as a Source Data file

### Reduced phasiRNA production from *R* genes in *cpr1 aba1*

Some miRNAs target protein-coding or noncoding transcripts and trigger the production of phasiRNAs from these transcripts. Four families of noncoding *TAS* transcripts from eight loci generate phasiRNAs in *Arabidopsis*, among which *TAS1A/B/C* and *TAS2* are targeted by miR173, *TAS3A/B/C* are targeted by miR390, while *TAS4* is targeted by miR828^14,20,34–36^. Protein-coding loci also generate phasiRNAs, such as two *NBS-LRR* genes (At5g38850 and At5g43740) targeted by miR472 and/or miR825^*^^19,20^, the *PPR* family targeted by miR161 and/or miR400 (Fig. 7e), and *AFB2*, *AFB3*, and *CIL2* genes targeted by miR393^16,19,20^ (Fig. 7d). We tested the effect of *cpr1* and *aba1* mutations on the accumulation of three tasiRNAs, siR255 from *TAS1A/B/C*, siR1511 from *TAS2* and 5’D8 from *TAS3A/B*, by northern blotting. The levels of these small RNAs were lower in *cpr1 aba1* than those in Col (Fig. 7b). The levels of the miRNA triggers, such as miR173, miR390, and miR825^*^ were also deceased in *cpr1 aba1* (Fig. 7a), and this could be one factor that contributes to the reduced levels of tasiRNAs.

**Fig. 7:**
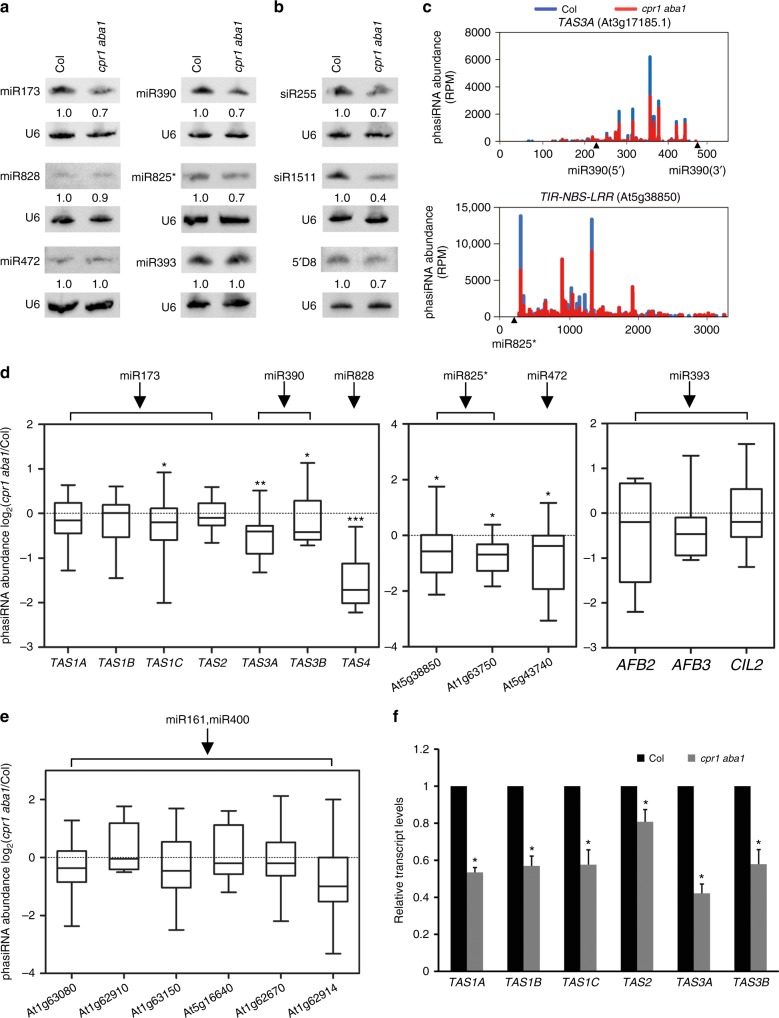
Accumulation of phasiRNAs from *R* genes is decreased in *cpr1 aba1*. **a** Northern blots to examine the accumulation of six miRNAs that are known to trigger phasiRNA biogenesis from their target transcripts. U6 served as a loading control. The numbers represent relative abundance. **b** Northern blots to determine the abundance of three tasiRNAs. siR255, siR1511 and 5’D8 are small RNAs from *TAS1A/B/C*, *TAS2*, and *TAS3A/B*, respectively. **c** PhasiRNAs from *TAS3A* (targeted by miR390) and an *R* gene (At5g38850; targeted by miR825*) in wild type (Col) and *cpr1 aba1* as determined by small RNA sequencing. The positions of the miRNA binding sites in the transcripts are indicated by the arrowheads. RPM (reads per million mapped reads). **d** Relative levels of phasiRNAs in *cpr1 aba1* vs. wild type (Col) as determined by small RNA sequencing. The phasiRNA-producing loci included seven *TAS* genes, three *NBS-LRR* genes (At5g38850, At5g43740 and At1g63750), *AFB2* (At3g26810), *AFB3* (At1g12820), and *CIL2* (At3g23690). The miRNAs that target these loci to trigger phasiRNA biogenesis are indicated. Significant difference between Col and *cpr1 aba1* is indicated by asterisks (Student’s *t* test: ^*^P < 0.05; ^**^P < 0.01; and ^***^P < 0.005). **e** The accumulation of phasiRNAs from six *PPR* genes (triggered by miR161/miR400) showed no significant difference between Col and *cpr1 aba1*. **f** The levels of *TAS* transcripts, which are precursors to tasiRNAs, were reduced in *cpr1 aba1*. Error bars represent standard deviations calculated from three biological replicates (^*^Student’s *t* test: *P* < 0.05). Source data are provided as a Source Data file

Next, we performed small RNA sequencing with Col and *cpr1 aba1* to determine the global effects of the *cpr1 aba1* mutations on phasiRNA biogenesis. The abundance of phasiRNAs generated from six *PPR* genes (triggered by miR161/miR400) as well as from *AFB2*, *AFB3*, and *CIL2* (triggered by miR393) showed no significant difference between *cpr1 aba1* and Col (Fig. 7d, e). However, the levels of tasiRNAs from four of the seven *TAS* loci were significantly reduced in *cpr1 aba1* (Fig. 7d). The reduction was obvious throughout the phasiRNA-generating regions of the *TAS* transcripts (Fig. 7c and Supplementary Fig. 3b), but phasing was not affected (Supplementary Fig. 3a). The reduction in tasiRNA levels was consistent with results from northern blotting (Fig. 7b).

The levels of *TAS* transcripts, which are precursors to tasiRNAs, were reduced in *cpr1 aba1*; this may be another factor that contributes to the reduced levels of tasiRNAs in *cpr1 aba1* (Fig. 7f). Besides, it is noteworthy that the levels of *TAS* transcripts were also reduced in *pTPR1:TPR1-HA* compared with Col (Supplementary Fig. 4), suggesting that overexpression of *TPR1* represses the transcription of *TAS* genes. The accumulation of siR255 (a tasiRNA from *TAS2*) was reduced in *pTPR1:TPR1-HA* (Fig. 6b). Therefore, it is reasonable to speculate that over-accumulated and nuclear localized SNC1 in *cpr1 aba1* acts with TPR1 to reduce tasiRNA biogenesis, by repressing the expression of both the miRNA triggers and the *TAS* loci.

In addition to At5g38850 and At5g43740, our small RNA sequencing revealed a third *R* gene, At1g63750, which generates phasiRNAs, with miR825^*^ serving as the potential trigger (see Supplementary Data 3 for a complete list of phasiRNA-generating loci analyzed in this study). The levels of phasiRNAs from the three *NBS-LRR* genes (At5g38850, At5g43740, and At1g63750) were all decreased in *cpr1 aba1* (Fig. 7c, d and Supplementary Fig. 3c).

### Widespread induction of *NBS-LRR* genes in *cpr1 aba1*

To examine the effects of *cpr1* and *aba1* mutations on the transcriptome, either through SNC1-TPR1 or indirectly through phasiRNAs, we performed RNA-seq in wild type and *cpr1 aba1* in three biological replicates. 

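RNA of 15-day-old seedlings was sequenced as mRNA libraries from 3 biological replicates of *cpr1 aba1*, which carries mutations in an F-box protein gene and the zeaxanthin epoxidase gene, and from 3 of Col, the wild-type accession. The authors trimmed the adapters, mapped the reads to TAIR 10 with HISAT2 and deposited the number of reads in exons, in introns and in total for each gene, without normalization. The labels hold 2 sets of 3 Col libraries. The set used here for *cpr1 aba1* is the one whose total counts equal the reads behind the Col columns of Supplementary Data 8 in 165 of 165 *R* genes. The counting code printed in the paper's reporting summary sets the gene counts to 0 before the replicates of a genotype are read, but not between them. In the deposited counts of Col and *cpr1 aba1*, 0 genes had a lower count in a later replicate, while simulated independent counts with the same totals fell in 1402 genes for Col and in 1438 for *cpr1 aba1*. The deposited counts were therefore read as running sums, and a replicate's own counts were taken as its deposited counts minus those of the replicate before it. Replicates 1 to 3 then held 29631506, 35254940 and 31033479 reads on genes in Col, and 33531686, 33254905 and 31902282 in *cpr1 aba1*. The smallest of these libraries has 296 reads at 10 RPM (counts scaled to the library's total on genes), which gives a counting error of 5.81%. The replicates varied by 5.86% beyond counting (the coefficient of variation from edgeR's common dispersion). A chi-square comparison of replicates over genes gave between 2.95 and 14.0 per degree of freedom in *cpr1 aba1* and between 3.06 and 4.68 in Col, both with every count taken as an independent read. Over all 12 libraries, 83.5% of the counts from 2 to 20 were even, so counts are not all independent reads, the counting error is a lower limit, and the chi-square overstates the variation between replicates. The paper describes the libraries as biological replicates, and all 6 were kept as such. Genes were tested with edgeR's quasi-likelihood test after TMM normalization and edgeR's default filter on low counts, with Benjamini-Hochberg adjustment over the 22318 genes that passed. As in the paper's methods, a DEG had a fold change over 2 or under 0.5, a p-value under 0.01 and a mean over 10 RPM in either genotype, and an *R* gene a fold change over 1.5 or under 0.67 and a p-value under 0.05. The paper's text does not state whether its P was adjusted, and the adjusted p was used here. *CPR1* (At4g12560) had 54.6 ± 3.74 RPM in Col and 53.7 ± 3.75 in *cpr1 aba1* (SD, n = 3 each), a log2 fold change of -0.09 (standard error 0.05, edgeR adjusted p = 0.136). *ABA1*, At5g67030 in the TAIR10.1 annotation, had 109 ± 6.92 RPM in Col and 62.9 ± 0.934 in *cpr1 aba1* (SD, n = 3 each), a log2 fold change of -0.86 (standard error 0.04, edgeR adjusted p = 2.7e-17). *SNC1* (At4g16890) rose from 253 ± 1.01 to 354 ± 5.84 RPM (SD, n = 3 each), a log2 fold change of 0.42 (standard error 0.03, edgeR adjusted p = 2.4e-12).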

Totally, 1743 and 1020 upregulated (hyper DEGs) and downregulated (hypo DEGs) genes, respectively, were identified in *cpr1 aba1* (Supplementary Data 4 and 5). 

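In the replicates' own counts, 881 genes were upregulated and 556 were downregulated in *cpr1 aba1*, of 14272 genes tested with a mean over 10 RPM in either genotype. With each of the 6 libraries left out in turn, between 872 and 886 genes were up and between 553 and 575 were down. The alternative that moved these numbers most was DESeq2 on the counts as deposited, with an unadjusted p and a mean normalized count over 10 in place of RPM, which gave 1985 genes up and 1198 down. The replicate numbers in the labels were also used as pairs of *cpr1 aba1* and Col. With the replicate number as a block, 875 genes were up and 556 down. The deviations of libraries with the same number from the mean of their genotype had a mean correlation of 0.0253 across genes, which are not independent replicates. The largest rise was that of the beta glucosidase gene *BGLU31* (At5g24540, chromosome 5, 8384681 to 8388028 in TAIR10.1), from 0.0951 ± 0.0574 to 32.2 ± 0.377 RPM (SD, n = 3 each), a log2 fold change of 8.30 (standard error 0.18, edgeR adjusted p = 7.7e-26). It was followed by At3g60470, which encodes a DUF247 protein (log2 fold change 6.92), the zinc finger gene At3g46080 (6.88), the seed storage gene *CRU3* (6.44) and the TIR-NBS-LRR gene At4g11170 (6.25). The largest fall was that of the transcribed pseudogene At2g16367 (chromosome 2, 7079650 to 7080075), from 15.1 ± 2.07 to 0.0627 ± 0.109 RPM (SD, n = 3 each), a log2 fold change of -7.94 (standard error 0.30, edgeR adjusted p = 5.6e-20). The cold-regulated gene *COR15A* (At2g42540) fell from 140 ± 2.77 to 0.871 ± 0.0864 RPM (SD, n = 3 each), a log2 fold change of -7.39 (standard error 0.07, edgeR adjusted p = 9.0e-35). With each library left out in turn, the log2 fold change of At2g16367 ranged from -12.0 to -7.37 and that of *COR15A* from -7.46 to -7.31. These ranges overlap, so which of these genes fell most is uncertain. *NUDT24* (-6.83), the cold-regulated protein gene At3g03341 (-6.37) and the nucleoside phosphatase gene At1g14250 (-5.58) had the next largest falls.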

The hyper DEGs were enriched in genes involved in stress responses including defense responses (Fig. 8a), consistent with previous studies on *snc1–1* or *cpr1*^22,30,37^. 

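GO annotations were not used here. In their place, the product names in the TAIR10.1 annotation were searched for a short list of words on defense and stress (disease resistance, pathogenesis, defens, chitinase, WRKY, heat shock and wound), which was written before the changed genes were known. Of the 881 upregulated genes, 62 (7.04%) had such a word in their product name, against 247 (1.73%) of the 14272 genes over 10 RPM (odds ratio 5.40, two-sided Fisher's exact test, p = 4.0e-22). Among the 556 downregulated genes there were 3 (0.540%), fewer than in the background (odds ratio 0.300, two-sided Fisher's exact test, p = 0.0286). Genes are not independent replicates, so these p-values describe the lists and not the spread between plants. The 62 upregulated genes include *R* genes named as disease resistance proteins, such as At4g11170. Their share is therefore not separate from the rise of the *R* genes.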

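The downregulated genes were searched in the same way for the words synthase, synthetase, dehydrogenase, reductase and desaturase in their product names, since GO annotations were not used here. Of the 556 downregulated genes, 34 (6.12%) had such a name, against 731 (5.12%) of the 14272 genes over 10 RPM. This difference was within what chance gives (odds ratio 1.22, two-sided Fisher's exact test, p = 0.280). Among the 881 upregulated genes, 19 (2.16%) had such a name, fewer than in the background (odds ratio 0.393, two-sided Fisher's exact test, p = 8.3e-06).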

GO terms in various small molecule biosynthetic and metabolic processes were enriched in the hypo DEGs (Fig. 8b). RNA-seq was also performed for wild type and *pTPR1:TPR1-HA*, and 1719 upregulated genes (hyper DEGs) were found in the latter (Supplementary Data 6). 

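*pTPR1:TPR1-HA* is a line with an HA-tagged copy of the co-repressor gene *TPR1* under its own promoter, and 15-day-old seedlings of this line and of Col were sequenced as mRNA libraries in 3 biological replicates each. The Col libraries are a second set, whose total counts equal the reads behind the Col columns of Supplementary Data 10 in 166 of 166 *R* genes. As for *cpr1 aba1*, the authors deposited unnormalized counts per gene. Again 0 genes had a lower count in a later replicate, while simulated independent counts fell in 1398 genes for Col and in 1549 for *pTPR1:TPR1-HA*, and a replicate's own counts were obtained by subtraction. The title of 1 of these Col libraries lacks its replicate number. It was taken as replicate 2, the number the titles of the others leave open and the name of its count table gives, and no gene has a lower count in it than in replicate 1 or a higher count than in replicate 3. Replicates 1 to 3 held 31348613, 24182294 and 39228079 reads on genes in Col, and 39575598, 36456874 and 35274935 in *pTPR1:TPR1-HA*. At 10 RPM the smallest library has 242 reads, a counting error of 6.43%, and the replicates varied by 9.68% beyond counting. Replicates differed from each other by a chi-square between 9.10 and 40.1 per degree of freedom in *pTPR1:TPR1-HA* and between 10.1 and 28.5 in Col, with the same limit from the even counts. The tests and thresholds were those used for *cpr1 aba1*. *TPR1* (At1g80490, chromosome 1, 30260818 to 30267125) had 44.0 ± 8.79 RPM in Col and 410 ± 50.1 in *pTPR1:TPR1-HA* (SD, n = 3 each), a log2 fold change of 3.21 (standard error 0.14, edgeR adjusted p = 1.0e-07). *SNC1* rose from 194 ± 12.8 to 286 ± 19.8 RPM (SD, n = 3 each), a log2 fold change of 0.56 (standard error 0.07, edgeR adjusted p = 0.000102). Of 22401 genes tested, 13444 had a mean over 10 RPM in either genotype, and 801 of these were upregulated in *pTPR1:TPR1-HA*. Leaving out each library in turn gave between 794 and 884. With the replicate numbers as a block, from the labels except for that library, there were 807, and the mean correlation across genes of the deviations of libraries with the same number was -0.00819. DESeq2 on the counts as deposited, with an unadjusted p and a mean normalized count over 10, moved the number most, to 1946, while all 6 Col libraries as the control gave 532. The DUF247 gene At3g60470 had the largest rise, from 0.0871 ± 0.0385 to 15.4 ± 0.730 RPM (SD, n = 3 each), a log2 fold change of 7.45 (standard error 0.20, edgeR adjusted p = 3.1e-09). The next were the U-box gene *PUB54* (6.00), the receptor-like kinase gene *CRK23* (5.45), the cytochrome P450 gene *CYP76C5* (5.35) and *DXPS1* (5.31).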

The hyper DEGs were also enriched in GO terms related to stress responses (Supplementary Fig. 5a). 

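GO annotations were not used here either. By product name, 64 (7.99%) of the 801 genes upregulated in *pTPR1:TPR1-HA* carried one of the words on defense and stress used for *cpr1 aba1*, against 222 (1.65%) of the 13444 genes over 10 RPM (odds ratio 6.86, two-sided Fisher's exact test, p = 2.4e-27). As above, genes are not independent replicates, and *R* genes such as At1g66090 are among those that carry these words.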

Totally, 1000 genes were shared by the hyper DEGs in *cpr1 aba1* and those in *pTPR1:TPR1-HA*, and GO analysis showed that they were also related to defense responses and other stress responses (Supplementary Fig. 5b and Supplementary Data 7).

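The genes upregulated in *cpr1 aba1* and those upregulated in *pTPR1:TPR1-HA* had 523 genes in common, which is 59.4% of the former and 65.3% of the latter. Each line was compared with its own 3 Col libraries, so no library entered both comparisons. Among the 13082 genes tested and over 10 RPM in both comparisons, 713 and 763 were upregulated, and 41.6 shared genes are what chance gives (odds ratio 139). The one-sided Fisher's exact test gave a p whose log10 is -571, over genes, which are not independent replicates. Another 52 genes were downregulated in both lines, and 6 changed in opposite directions. With the replicate number as a block, the lists shared 524 genes. They shared 1105 with DESeq2 on the counts as deposited, an unadjusted p and a mean normalized count over 10, and 399 when each line was set against the Col libraries of the other. By product name, 41 (7.84%) of the 523 shared genes carried a word on defense and stress, against 214 (1.64%) of the 13082 genes (odds ratio 6.09, two-sided Fisher's exact test, p = 3.0e-17). *R* genes such as At5g41750 are among them here too.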

**Fig. 8:**
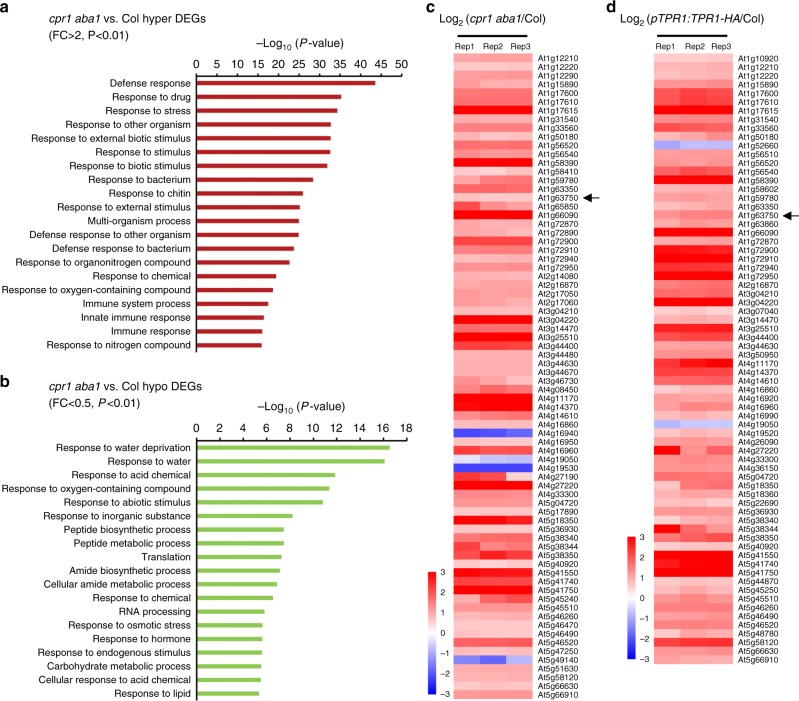
Widespread induction of *NBS-LRR* genes in *cpr1 aba1*. **a** The top 20 GO terms for up-regulated genes (hyper DEGs) in *cpr1 aba1* as determined by RNA-seq. *R* genes with RPM > 10 in either *cpr1 aba1* or wild type (average of three replicates) were used for the identification of hyper DEGs (fold-change > 2, *P* value < 0.01). The hyper DEGs are enriched for genes involved in stress responses, particularly defense responses. **b** The top 19 GO terms for downregulated genes (hypo DEGs) in *cpr1 aba1*. *R* genes with RPM > 10 in either *cpr1 aba1* or wild type (average of three replicates) were used for the identification of hypo DEGs (fold-change < 0.5, *P* value < 0.01). GO terms in various small molecule biosynthetic and metabolic processes are enriched in the hypo DEGs. **c** Analysis of *R* gene expression in three biological replicates (rep1–3) of RNA-seq of *cpr1 aba1* and wild type (Col). Only DEGs with fold-change > 1.5, *P* value < 0.05 and RPM > 10 in either genotype (average of three replicates) were included in the analysis. Among the DEGs, 70 and 4 were upregulated and downregulated, respectively, in *cpr1 aba1* relative to Col. The arrow marked an *R* gene (At1g63750) that could generate phasiRNAs. **d** Analysis of *R* gene expression in three biological replicates (Rep1–3) of RNA-seq of *pTPR1:TPR1-HA* and wild type (Col). Only DEGs with fold-change > 1.5, *P* value < 0.05 and RPM > 10 in either genotype (average of three replicates) were included in the analysis. Among the DEGs, 68 and 2 were upregulated and down-regulated, respectively, in *pTPR1:TPR1-HA* relative to Col. The arrow marked an *R* gene (At1g63750) that could generate phasiRNAs

As we observed a reduction in phasiRNAs from three *NBS-LRR* genes in *cpr1 aba1*, and as the phasiRNAs may target other *R* genes, we interrogated the expression of all *NBS-LRR* genes. There were 165*R* genes with RNA-seq reads in *cpr1 aba1* or Col, and we chose 156*R* genes with reads per million mapped reads (RPM) > 10 in either genotype (average of three replicates) for further analysis (Supplementary Data 8). 

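All *R* genes listed in Supplementary Data 8 and 10 are among the genes with deposited counts. In the comparison of *cpr1 aba1* with Col, 150 of them passed edgeR's filter on low counts, and 109 had a mean over 10 RPM in either genotype when RPM was computed from the reads counted on genes. With a mean count normalized to the mean library size over 10 in place of RPM, 150 passed. Under DESeq2 on the counts as deposited, with normalized counts in place of RPM, the number was 156.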

The transcript levels of most *R* genes were increased in *cpr1 aba1* relative to those in Col (Supplementary Fig. 6a). 

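Of the 109 *R* genes over 10 RPM, 86 (78.9%) had a higher level in *cpr1 aba1* than in Col and 23 a lower one. In 79 of them every *cpr1 aba1* replicate was above every Col replicate, and in 14 every *cpr1 aba1* replicate was below. The median log2 fold change of the *R* genes was 0.45 (quartiles 0.10 and 1.06), against -0.02 for the 14163 other genes over 10 RPM. It lay above the medians of all 10000 random gene lists of the same size matched on mean expression, of which the highest was 0.17. Limma's camera test, at its default setting for correlation between genes, gave p = 9.9e-11 (two-sided) for a shift of the 150 tested *R* genes. That setting is a preset value and was not estimated from the *R* genes, so a stronger correlation within the family would raise this p. Averaged over the *R* genes, the log2 CPM was 5.11 ± 0.01 in Col and 5.81 ± 0.02 in *cpr1 aba1* (SD, n = 3 each), a difference of 0.70 (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). With the replicate number as a block 86 *R* genes were again higher. The share of higher *R* genes moved most with the Col libraries, to 101 of 108 against those sequenced for *pTPR1:TPR1-HA*. With all 6 Col libraries it was 99 of 108.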

Totally, 70 and 4 upregulated and downregulated *R* genes in *cpr1 aba1* compared with Col, respectively, were identified at fold-change > 1.5 and *P* < 0.05 (Fig. 8c and Supplementary Data 9). 

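At a fold change over 1.5 or under 0.67 and an adjusted p under 0.05, 51 *R* genes were upregulated and 1 was downregulated in *cpr1 aba1*, of the 109 over 10 RPM. The numbers were the same with the replicate number as a block. With a mean normalized count over 10 in place of RPM, 69 were up and 3 down. The TIR-NBS-LRR gene At4g11170 (chromosome 4, 6811103 to 6817339) rose most, from 0.321 ± 0.237 to 25.3 ± 1.03 RPM (SD, n = 3 each), a log2 fold change of 6.25 (standard error 0.19, edgeR adjusted p = 2.1e-22). At3g04220 (chromosome 3, 1108725 to 1112437) rose from 1.06 ± 0.0276 to 18.7 ± 0.914 RPM (SD, n = 3 each), a log2 fold change of 4.06 (standard error 0.13, edgeR adjusted p = 2.0e-21). At5g41750 (chromosome 5, 16693832 to 16699028) rose from 16.1 ± 2.00 to 263 ± 4.82 RPM (SD, n = 3 each), a log2 fold change of 3.96 (standard error 0.06, edgeR adjusted p = 2.1e-30). The downregulated gene was At4g19530 (chromosome 4, 10651744 to 10657282), which fell from 257 ± 3.20 to 60.3 ± 2.59 RPM (SD, n = 3 each), a log2 fold change of -2.16 (standard error 0.04, edgeR adjusted p = 3.7e-27). Against the Col libraries sequenced for *pTPR1:TPR1-HA*, its log2 fold change was 0.15. *R* genes form a large family, and reads from near-identical members can map to more than 1 of them, so the values of close paralogs are uncertain.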

We also examined *R* gene expression in *pTPR1:TPR1-HA* and Col. Among 166*R* genes with RNA-seq reads in *pTPR1:TPR1-HA* or Col, 151*R* genes with RPM > 10 in either genotype (average of three replicates) were chosen for further analysis (Supplementary Data 10). 

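In the comparison of *pTPR1:TPR1-HA* with its Col libraries, 150 of the listed *R* genes passed edgeR's filter on low counts, and 97 had a mean over 10 RPM in either genotype. With a mean count normalized to the mean library size over 10 in place of RPM, 150 passed, and under DESeq2 on the counts as deposited, with normalized counts in place of RPM, 151.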

Most *R* genes were expressed at higher levels in *pTPR1:TPR1-HA* relative to Col (Supplementary Fig. 6b). 

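Of the 97 *R* genes over 10 RPM, 85 (87.6%) were higher in *pTPR1:TPR1-HA* than in Col and 12 were lower. Every *pTPR1:TPR1-HA* replicate was above every Col replicate in 79 of them and below in 8. Their median log2 fold change was 0.58 (quartiles 0.31 and 1.25), against a value close to 0 for the 13347 other genes over 10 RPM, and it exceeded the medians of all 10000 lists matched on mean expression, the highest of which was 0.15. Limma's camera test, which allows for correlation between genes, gave p = 2.4e-15 (two-sided) over 150 *R* genes. The mean log2 CPM over the *R* genes was 4.49 ± 0.04 in Col and 5.32 ± 0.06 in *pTPR1:TPR1-HA* (SD, n = 3 each), a difference of 0.83 (two-sided exact permutation test, p = 0.1, the smallest possible with 3 against 3). The block on replicate numbers left 85 higher. This result depended on the Col libraries, since against those sequenced for *cpr1 aba1* 49 of 100 *R* genes were higher.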

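In *pTPR1:TPR1-HA*, 48 *R* genes were upregulated and 0 were downregulated at a fold change over 1.5 or under 0.67 and an adjusted p under 0.05, of the 97 over 10 RPM, and at an unadjusted p under 0.05 the downregulated genes still numbered 0. The replicate block gave the same numbers. With a mean normalized count over 10 in place of RPM, 66 were up and 1 was down. Against the Col libraries sequenced for *cpr1 aba1*, 25 were up and 13 down. At1g66090 (chromosome 1, 24602033 to 24604763), of the TIR-NBS class, rose most, from 2.22 ± 0.160 to 37.2 ± 1.69 RPM (SD, n = 3 each), a log2 fold change of 4.08 (standard error 0.08, edgeR adjusted p = 8.0e-10). The TIR-NBS-LRR gene At5g41750, which was also among the 3 largest rises in *cpr1 aba1*, went from 6.26 ± 0.596 to 94.3 ± 9.97 RPM (SD, n = 3 each), a log2 fold change of 3.92 (standard error 0.10, edgeR adjusted p = 2.2e-09). The TIR-domain gene At1g72910 (chromosome 1, 27435306 to 27437192) rose from 11.7 ± 2.22 to 132 ± 2.41 RPM (SD, n = 3 each), a log2 fold change of 3.51 (standard error 0.11, edgeR adjusted p = 9.7e-09).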

Totally, 68 and 2 upregulated and downregulated *R* genes in *pTPR1:TPR1-HA* relative to Col, respectively, were identified at fold-change > 1.5 and *P* < 0.05 (Fig. 8d and Supplementary Data 11). Thus, an overwhelming increase in *R* gene expression occurred in both *cpr1 aba1* and *pTPR1:TPR1-HA*.

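Both lines were compared with their own Col libraries, and 34 *R* genes were upregulated in both. The median *R* gene rose by 0.45 on the log2 scale in *cpr1 aba1* (n = 109 genes) and by 0.58 in *pTPR1:TPR1-HA* (n = 97 genes). The largest rises were a log2 fold change of 6.25 for At4g11170 in *cpr1 aba1* and of 4.08 for At1g66090 in *pTPR1:TPR1-HA*. From the number of *R* genes that rose in the 2 lines, few of which fell, the paper concludes that *R* gene expression increased overwhelmingly in both (Fig. 8c, d).

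**Figure D1:**
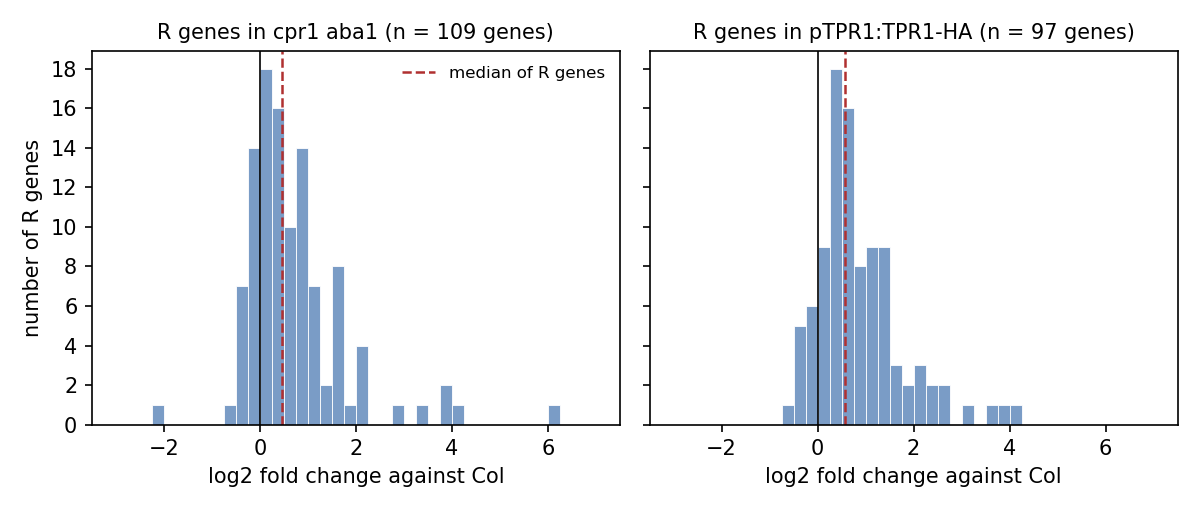
Histograms of the log2 fold change against Col (horizontal axis) of the *R* genes over 10 RPM in *cpr1 aba1* (left, 109 genes) and *pTPR1:TPR1-HA* (right, 97 genes), with the number of *R* genes on the vertical axis; the solid line marks no change and the dashed line the median. The medians lie at 0.45 and 0.58, and 86 and 85 *R* genes lie to the right of no change.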

To determine whether phasiRNAs generated from the three source *R* genes can target other *R* genes, 47 top abundant phasiRNAs from the three loci in wild type (Col) were used for target prediction with psRNATarget^38,39^. The abundance cutoff was normalized RPM no less than 500; note that this abundance was comparable to, or higher than, that of tasiRNAs from *TAS3B* (Supplementary Fig. 3b). Totally, 93*R* genes (including the three source *R* genes) were found to be potential targets of these phasiRNAs (Supplementary Data 12). Therefore, phasiRNAs from the three source *R* genes can theoretically target many *R* genes *in trans*.

Among the three *R* genes (At1g63750, At5g38850, and At5g43740) that generate phasiRNAs, At1g63750, and At5g38850 were upregulated in both *cpr1 aba1* and *pTPR1:TPR1-HA* as determined by RNA-seq, while At5g43740 was downregulated (Supplementary Fig. 6a, b). However, the change in At5g38850 expression was small and not independently observed by real-time RT-PCR as for the other two genes (Supplementary Fig. 7a, b). 

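At1g63750 (chromosome 1, 23650840 to 23655453, a TIR-NBS-LRR gene) had 27.1 ± 2.63 RPM in Col and 43.2 ± 1.68 in *cpr1 aba1* (SD, n = 3 each), a log2 fold change of 0.61 (standard error 0.06, edgeR adjusted p = 1.5e-09). In *pTPR1:TPR1-HA* it had 19.9 ± 0.560 RPM, against 7.15 ± 0.791 in the Col libraries of that comparison (SD, n = 3 each), a log2 fold change of 1.47 (standard error 0.09, edgeR adjusted p = 1.2e-06). At5g38850 (chromosome 5, 15555156 to 15558882, a TIR-NBS-LRR gene) had 17.0 ± 1.83 RPM in Col and 19.9 ± 0.793 in *cpr1 aba1* (SD, n = 3 each), and the log2 fold change of 0.16 did not pass an adjusted p of 0.05 (standard error 0.09, edgeR adjusted p = 0.127). In *pTPR1:TPR1-HA* it rose from 12.8 ± 1.09 to 15.9 ± 0.999 RPM (SD, n = 3 each), a log2 fold change of 0.31 (standard error 0.09, edgeR adjusted p = 0.0243). At5g43740 (chromosome 5, 17564697 to 17569148, a CC-NBS-LRR gene) had 21.7 ± 1.40 RPM in Col and 20.4 ± 0.854 in *cpr1 aba1* (SD, n = 3 each), a log2 fold change of -0.15 that did not pass it either (standard error 0.08, edgeR adjusted p = 0.0930). In *pTPR1:TPR1-HA* it fell from 28.4 ± 3.06 to 21.5 ± 0.132 RPM (SD, n = 3 each), a log2 fold change of -0.39 (standard error 0.08, edgeR adjusted p = 0.00356). On the counts as deposited, the changes of At5g38850 and At5g43740 in *cpr1 aba1* were 0.12 and -0.17, with an edgeR adjusted p under 0.05. Those counts were read as running sums, in which replicates share reads, so that p can be too small and carries little weight. The Col libraries changed directions in *pTPR1:TPR1-HA*, where the log2 fold change of At1g63750 was -0.27 and that of At5g43740 was 0.17 against the Col libraries sequenced for *cpr1 aba1*. In *cpr1 aba1* the signs held but the sizes moved. Against the Col libraries sequenced for *pTPR1:TPR1-HA*, At1g63750, At5g38850 and At5g43740 changed by 2.31, 0.35 and -0.75 on the log2 scale in *cpr1 aba1*. With the replicate number as a block, the log2 fold changes of At1g63750, At5g38850 and At5g43740 were 0.61, 0.16 and -0.15 in *cpr1 aba1* and 1.48, 0.31 and -0.39 in *pTPR1:TPR1-HA*.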

We propose that the upregulation of At1g63750 and maybe At5g38850 in *cpr1 aba1* be caused by the reduced levels of miR825^*^ (Fig. 7a), which targets these genes. The downregulation of At5g43740 was rather unexpected and may be due to repression by SNC1 or indirect effects.

The widespread induction of *NBS-LRR* genes in *cpr1 aba1* indicated that *cpr1 aba1* may exhibit enhanced resistance to pathogens. We tested the resistance of *cpr1–4* and *aba1–8* plants to *Pst* DC3000 and *Pst* DC3000(*AvrRps4*). The *cpr1 aba1* double mutant was not included due to its small size, which makes it difficult to do bacterial inoculation. We observed that the *aba1–8* mutant was significantly more resistant to both bacterial strains compared to wild-type plants (Supplementary Fig. 8a–d). On the contrary, the *cpr1–4* mutant was similar to wild type (Supplementary Fig. 8a–d). The *cpr1–2* mutant was shown to be more resistant to *Pst* DC3000 and *Pst* DC3000(*AvrRpt2*)^25,40^. Perhaps, the lack of resistance of *cpr1–4* is due to its being a weaker allele. An *aba1* mutant (*aba1–6*) was found to be more resistant to *Pst* DC3000(*AvrRps4*)^28^. Thus, loss (or reduction) of function in *ABA1* leads to enhanced bacterial resistance.

## Discussion

NBS-LRR proteins (known as R proteins) recognize pathogen infection and trigger plant defense. It has been largely unknown how R proteins affect the small noncoding portion of the transcriptome. In this study, we isolated a *cpr1 aba1* double mutant in a genetic screen as defective in miRNA biogenesis. Defects in miRNA biogenesis in the double mutant are likely attributable to reduced transcription of *MIR* genes, as pri-miRNA levels as well as *MIR167a* promoter activity are reduced in the mutant. The F-box protein CPR1 negatively regulates the activation and accumulation of the R protein SNC1^25^. Nuclear localization of SNC1 is required for disease resistance^31^ and ABA deficiency promotes the activity and nuclear localization of SNC1^28^. This suggests that the phenotypes of the *cpr1 aba1* double mutant could be caused by over accumulation of nuclear SNC1. Indeed, SNC1 protein over accumulated in the double mutant and loss of function in *SNC1* fully rescued the double mutant’s phenotypes. Besides, induced nuclear accumulation of SNC1 (in *SNC1–NLS–GFP* plants) resulted in reduced levels of pri-miRNAs. Nuclear SNC1 functions in plant defense through its association with TPR1, a transcriptional corepressor^33^. In this study, we found that *TPR1* overexpression also led to reduced levels of miRNAs as well as pri-miRNAs. Thus, the R protein SNC1 probably represses *MIR* gene expression in the nucleus through TPR1.

We found that nuclear accumulation of SNC1 is also associated with reduced levels of phasiRNAs from noncoding *TAS* loci. This could be due to the combined effects of reduced abundance of the miRNAs that trigger phasiRNA biogenesis and repression of *TAS* transcription leading to decreased levels of phasiRNA precursors. In addition to noncoding *TAS* loci, some protein-coding genes including *R* genes give rise to phasiRNAs. In Legumes and Solanaceae species, phasiRNAs are produced from many *R* genes^9,11,17^. In *Arabidopsis*, three *R* genes (At5g38850, At5g43740, and At1g63750) among the ~170*R* genes produce phasiRNAs. The abundance of the phasiRNAs produced from the three loci was decreased in *cpr1 aba1*. On the other hand, a global de-repression of *R* gene expression was observed in the double mutant. Totally, 93*R* genes were predicted to be potential targets of some of the most abundant phasiRNAs produced from the three *R* genes. Thus, the upregulation of most *R* genes in *cpr1 aba1* may be caused, or at least conditioned, by the decreased levels of phasiRNAs from the three *R* genes.

Plants need to properly allocate resources toward growth and defense. In the absence of pathogen infection, *R* genes are usually repressed to suppress defense responses and enable growth. This is in part achieved through a miRNA-phasiRNA cascade, in which a few miRNAs target some *R* genes, leading to the production of phasiRNAs that perhaps target the entire *R* gene family. Here, we uncovered another side of the regulatory network. The activation of the R protein SNC1 leads to repression of miRNA and phasiRNA biogenesis to likely release the global repression of *R* gene expression to enable defense (Supplementary Fig. 9). The release of the repression itself may not be sufficient for global *R* gene induction, but allows for such induction to be triggered by other mechanisms.

## Methods

### Plant materials and growth conditions

The *amiR-SUL sup*-*B65* mutant was isolated from an EMS mutagenized population of a transgenic *Arabidopsis thaliana* line *proSUC2:amiR-SUL* (*amiR-SUL*; a gift from Dr. Detlef Weigel) in which an artificial miRNA (amiR-SUL) is expressed from the *SUCROSE-PROTON SYMPORTER 2* (*SUC2*) promoter^21^. The *cpr1* and *aba1* mutations from the *amiR-SUL sup*-*B65* line were named *cpr1–4* and *aba1–8*, respectively. The following transgenic lines or mutants were used in this study: *pMIR167a:GUS*^23,24^, *pTPR1:TPR1-HA*^33^, SALK_045148 (*cpr1–3*;^22^), SALK_059469 (which we named *aba1–7*), *snc1–11*^29^, and *snc1–1*^30^. The *amiR-SUL snc1–1 aba1–8* and *amiR-SUL cpr1 aba1 snc1–11* genotypes were obtained by crosses. The *cpr1–4 aba1–8* double mutant was generated by crossing *amiR-SUL sup-B65* with Columbia (Col) wild-type plants. All seeds were grown on petri dishes containing 1/2 Murashige and Skoog Basal Medium (Sigma-Aldrich, M5519) plus 2% Sucrose and 0.8% Agar. All plants were grown in growth chambers at 22 °C with 16 h light and 8 h dark cycles.

### Identification of mutated genes in *amiR-SUL sup-B65*

The *amiR-SUL sup-B65* mutant was backcrossed to its parental line *amiR-SUL*. In the F2 generation, 72 individual plants with the same phenotype as the *amiR-SUL sup-B65* mutant were used for genomic DNA extraction with the CTAB method^41^. An equal amount of DNA from each plant was pooled for genomic DNA library construction at Beijing Genomics Institute (BGI), Shenzhen, China. The library was sequenced with the paired-ended (PE150bp) scheme on an Illumina HiSeq4000 platform at 50x coverage at BGI. A mutation in *CPR1* (At4g12560), which we designated *cpr1–4*, and another mutation in *ABA1* (At5g63070), which we designated *aba1–8*, were identified in *amiR-SUL sup-B65*. The *cpr1–4* mutation abolishes a *Sac*I restriction enzyme site, while the *aba1–8* mutation generates a *Stu*I restriction enzyme site. This formed the basis of molecular genotyping of the mutations. The primers used to amplify genomic DNA to genotype the mutations are listed in Supplementary Table 1.

### DNA constructs and complementation tests

The genomic region of *CPR1* was amplified using primers proCPR1-KpnI-F and CPR1-PstI-R from Col genomic DNA; the resulting fragment contains the entire *CPR1* gene body without the stop codon plus 2000 bp of sequences upstream of the ATG start codon. The *proCPR1:CPR1* fragment was fused with eYFP in the binary vector pGWB640^42^ via LR clonase (Invitrogen) to generate *pCPR1:CPR1-eYFP*. The genomic region of *ABA1* was amplified from the Col genomic DNA with primers proABA1-KpnI-F and ABA1-SpeI-R; and the resulting fragment contains the entire *ABA1* gene body without the stop codon plus 945 bp of sequence upstream of the ATG start codon. The *proABA1:ABA1* fragment was fused with GFP in the binary vector pMDC107^43^ via LR clonase (Invitrogen) to generate *pABA1:ABA1-GFP*. The two plasmids were introduced into the *Agrobacterium tumefaciens* strain GV3101. The Agrobacteria were then used to transform *amiR-SUL cpr1 aba1* and *cpr1 aba1* by the floral-dip method^44^. The primers for cloning are listed in Supplementary Table 2.

A fragment (ATGGCGCCAAAAAAGAAGAGAAAGGTC) encoding an NLS^32^ was fused with GFP by PCR with primers PstI-NLS-BamHI-GFP-F and GFP-SacI-R to construct an NLS-GFP fragment. The NLS-GFP fragment was cloned into pMDC7^43^ via LR clonase II (Invitrogen) to generate pMDC7-NLS-GFP. The genomic region without the stop codon of *SNC1* (At4g16890) was amplified from Col genomic DNA with primers SNC1-KpnI-F and SNC1-PstI-R, and fused with NLS-GFP. The SNC1-NLS-GFP fragment and the SNC1 fragment were cloned into pMDC7 via LR clonase II (Invitrogen) to generate pMDC7-SNC1-NLS-GFP and pMDC7-SNC1-GFP, respectively. The pMDC7 vector allows for β-estradiol-inducible, ectopic expression. The three plasmids were used to transform Col plants through *Agrobacterium*-mediated transformation^44^. Transgenic plants were named *NLS*-*GFP*, *SNC1-NLS-GFP*, and *SNC1-GFP* for simplicity. The primers used for cloning are listed in Supplementary Table 2.

### Real-time RT-PCR

Real-time RT-PCR was performed to quantify pri-miRNA and mRNA levels. One microgram total RNA was reversed transcribed with oligo (dT) using the PrimeScript^™^ 1st Strand cDNA Synthesis Kit (TAKARA, 6110A) according to manufacturer’s instructions. Quantitative RT-PCR was performed with the 96-well StepOne Plus real-time system (Applied Biosystems) using the SYBR premix ExTaq II kit (TAKARA, RR820A). The following amplification scheme was used: 95 °C for 30 s and 40 cycles of 95 °C for 5 s and 60 °C for 30 s. The expression levels of target transcripts were normalized to the level of the internal standard *UBQ5* and the 2^−△△CT^ values of control samples were set to 1. All primers used in the assays are listed in Supplementary Table 3. Three independent biological replicates were carried out for each genotype or treatment, and Student’s *t* test was used to evaluate statistical significance.

### Small RNA northern blots

Total RNAs were isolated from 15-day-old seedlings with TRI reagent (Molecular Research Center, TR118). For northern blotting, 10 μg total RNA was resolved on 15% polyacrylamide gels with 8 M urea. After gel electrophoresis, the RNAs were transferred to a Hybond-NX nylon membrane (GE healthcare). Oligonucleotide probes complementary to the miRNAs or tasiRNAs to be detected were synthesized with both 5′ and 3′ end-labeled biotin. A probe complementary to U6 was used as an internal control. Hybridization was performed for 16 h at 55 °C followed by washes. Signals were detected using the chemiluminescent Nucleic Acid Detection Module (Thermo Fisher, 89880) with a Chemiluminescence imaging system (Clinx Science Instruments Co. Ltd., China). The probes used are listed in Supplementary Table 4.

### Western blots

Western blotting was performed using proteins from 15-day-old seedlings. Anti-SNC1 polyclonal antibody produced in rabbit was generated against a SNC1-specific peptide (RKTMTPSDDFGDC) at GenScript. Other antibodies used in immunoblotting experiments include anti-SUL^45^ (dilution, 1:1000) and anti-GAPDH (Santa Cruz Biotechnology, sc-365062) (dilution, 1:1000). The secondary antibodies were horseradish peroxidase-conjugated goat-anti-rabbit IgG (Bio-Rad, cat.#172-1019) (dilution, 1:2000) and goat-anti-mouse IgG (Bio-Rad, cat.#170-6516) (dilution, 1:2000). The protein signals were detected using the Amersham^TM^ ECL^TM^ Prime Western Blotting Detection Reagent (GE healthcare, RPN2232) using a Chemiluminescence imaging system (Clinx Science Instruments Co. Ltd., China).

### Histochemical GUS staining

Fifteen-day-old seedlings of *pMIR167a:GUS* and *cpr1 aba1 pMIR167a:GUS* (homozygous for both the transgene and the mutant genotypes) were subjected to histochemical GUS staining according to the standard protocol^46^.

### β-estradiol treatment

15-day-old transgenic seedlings of *SNC1-NLS-GFP* and *NLS-GFP* grown on solid medium were transferred to 1/2 MS liquid medium containing 50 μM β-estradiol and incubated for 6 h. The treated seedlings were then subjected to fluorescence observation or RNA extraction.

### Bacterial infection assays

Rosette leaves of five-week-old plants were infiltrated with bacterial suspensions of *Pst* DC3000 or *Pst* DC3000(*avrRps4*) at OD_600_ = 0.001 using a needleless syringe. Inoculated plants were kept in a growth chamber with high humidity (~90%). Leaf discs from inoculated leaves were collected at day 0 and day 3 and ground in 10 mM MgCl_2_. Serial dilutions were plated on selective medium, and bacterial populations were determined as colony forming units (cfu) per cm^2^ leaves^47^.

### Fluorescence microscopy

For the visualization of NLS-GFP, SNC1-GFP, and SNC1-NLS-GFP, roots of 15-day-old transgenic seedlings were observed under a Zeiss LSM 5 Pascal inverted confocal microscope.

### Small RNA sequencing and data analysis

For library construction, 30 μg total RNA was resolved on a 15% polyacrylamide gel with 8 M urea. Small RNAs in the 15–40 nt size range were recovered as described^48^. Small RNA libraries were prepared using the NEBNext Multiplex Small RNA Libraty Prep Set for Illumina (New England Biolabs, E7300), and sequenced with an Illumina HiSeq2500 platform at BerryGenomics, China. Raw reads (SE50) were trimmed using Perl scripts to remove adapters. The clean reads were mapped to the *Arabidopsis thaliana* genome TAIR10 using the Bowtie program^49^. The small RNA reads were calculated and normalized in reads per million mapped reads (RPM). The comparison between samples was conducted with the R package edgeR^50^.

For analysis of miRNA levels, small RNA reads were mapped to annotated miRNAs in miRBase v21. For analysis of tasiRNAs levels, small RNA reads were mapped to each of the eight annotated *TAS* genes (*TAS1A*/*1B*/*1C*, *TAS2*, *TAS3A*/*3B/3C*, and *TAS4*). For the analysis of phasiRNAs from protein coding genes, such as *R* genes and *PPR* genes, small RNA reads were mapped to the genes known to produce phasiRNAs and only uniquely mapped reads were included in subsequent analyses. Phasing analysis was performed as described^51^. Small RNA reads from sense and antisense strands were unified. Phasing score was calculated by the following formula:

$${\mathrm{Phasing}}\,{\mathrm{score}} = {\mathrm{ln}}\left[ {\left( {1 + 10 \times \frac{{\mathop {\sum }\nolimits_{i = 1}^{10} Pi}}{{1 + {\sum} U }}} \right)^{n - 2}} \right],{n} > 3,$$

where *n* = number of phase cycle positions occupied by no less than one read within a 10-cycle window; *P* = total number of all small RNA reads with start coordinates in a given phase within a 10-cycle window; *U* = total number of small RNA reads with start coordinates out of a given phase. In our analysis, phase cycle length was set at 21 nt.

For predicting *R* genes that can be potentially targeted by phasiRNAs generated from the three source *R* genes, 47 top abundant phasiRNAs (normalized reads with RPM no less than 500) from small RNA sequencing of wild type (Col) were used for target prediction with the online server psRNATarget (http://plantgrn.noble.org/psRNATarget/)^38,39^. The score for complementarity between phasiRNA and target mRNA sequences was set to be no more than 4.

### RNA-seq data analysis

Total RNAs extracted from 15-day-old seedlings of wild type and mutants were sent to Novogene, China, for mRNA-seq library construction and the libraries were sequenced on an Illumina Hiseq ×10 platform to generate single-end reads of 150 bp in length. The analysis was performed by a homemade pipeline PIHSDA (https://github.com/grubbybio/PIHSDA/blob/master/pihsda). Clean reads were trimmed to remove adapter sequences and mapped to *Arabidopsis* genome TAIR 10 using HISAT2 with default settings^52^. Transcript levels were calculated and normalized in RPM. Then gene expression levels were normalized and differentially expressed genes (DEGs) were calculated with the cut-off of fold-change > 1.5 (for hyper DEGs) or fold-change < 0.67 (for hypo-DEGs), and *P* < 0.05 using DEseq2^53^. For GO-terms analysis, only genes with fold-change > 2.0 (for hyper DEGs) or fold-change < 0.5 (for hypo-DEGs), *P* < 0.01, and RPM > 10 in either genotype (average of three replicates for each genotype) were included. For heatmap figures, *R* genes with fold-change > 1.5 (for hyper DEGs) or fold-change < 0.67 (for hypo-DEGs), *P* < 0.05, and RPM > 10 in either genotype (average of three replicates for each genotype) were included. The GO-term enrichment analysis was performed online at TAIR (http://www.arabidopsis.org/tools/go_term_enrichment.jsp). Only the top 20 terms were presented in this paper.

## Electronic supplementary material

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Supplementary Data 12

Supplementary Data 13

Reporting Summary

## Data Availability

All raw data and processed data were deposited in NCBI GEO with the accession number GSE111240 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc = GSE111240]. All other data supporting the findings of this study are available within the manuscript and its supplementary files or are available from the corresponding authors upon request. A reporting summary for this Article is available as a Supplementary Information file. The source data underlying Figs. 1d, 2b–d, 3a, b, d, 4c–f, 5b, 6b, c, 7a, b and f, and Supplementary Figs. 4, 7a, 7b, 8b, and 8d are provided as a Source Data file (Supplementary Data 13).

# Supplementary material for: The disease resistance protein SNC1 represses the biogenesis of microRNAs and phased siRNAs
**Source:** Nat Commun. 2018 Nov 29;9:5080. doi: 10.1038/s41467-018-07516-z
**Supplement:** Supplementary file 1 — Supplementary Information

**The disease resistance protein SNC1 represses the biogenesis of microRNAs and phased siRNAs**

Cai et al.

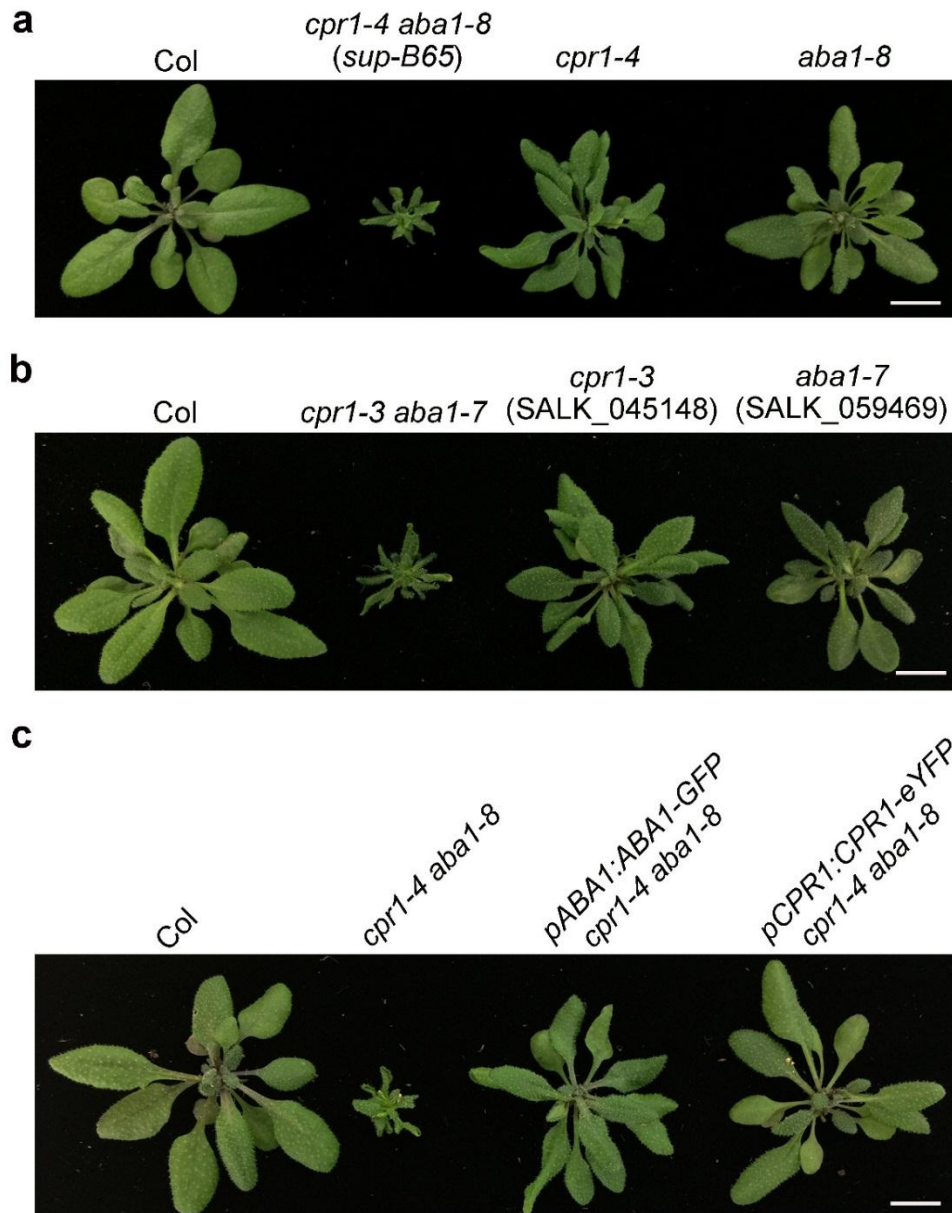

**Supplementary Figure 1.** Phenotypes of mutants and complementation lines. **a** Plants of the *cpr1-4*, *aba1-8* and *cpr1-4 aba1-8* genotypes were obtained from the cross between wild type and *amiR-SUL sup-B65*. Bar = 1cm. **b** Two T-DNA insertion lines, SALK\_045148 (*cpr1-3*) and SALK\_059469 (which we named *aba1-7*), were crossed with each other to generate the *cpr1-3 aba1-7* double mutant. The double mutant *cpr1-3 aba1-7*, but not either single mutant, had drastically reduced plant size resembling *cpr1-4 aba1-8* in **a**. Bar = 1cm. **c** The *cpr1-4 aba1-8* double mutant was transformed with *pCPR1:CPR1-eYFP* or *pABA1:ABA1-GFP*. Either transgene fully rescued the morphological defects of *cpr1-4 aba1-8*. Bar = 1cm.

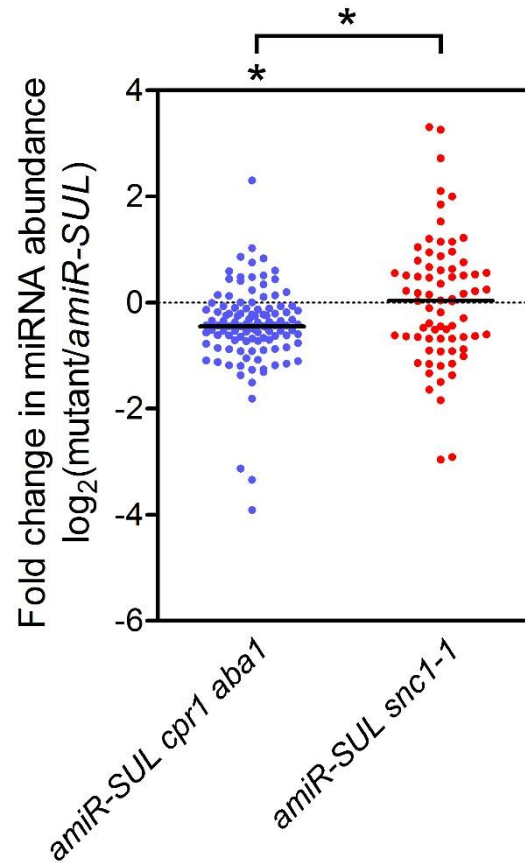

**Supplementary Figure 2.** Global abundance of miRNAs in *amiR-SUL*, *amiR-SUL cpr1 aba1* and *amiR-SUL snc1-1* as determined by small RNA sequencing. Small RNA libraries were generated from 15-day-old seedlings in three biological replicates. The log<sub>2</sub> ratio of mutant/*amiR-SUL* was plotted, with each dot representing a miRNA. The log<sub>2</sub> ratio for each miRNA was the mean from three biological replicates. The black lines represent the median. Statistical significance was evaluated by Student's *t* test, \*  $P < 0.05$ .

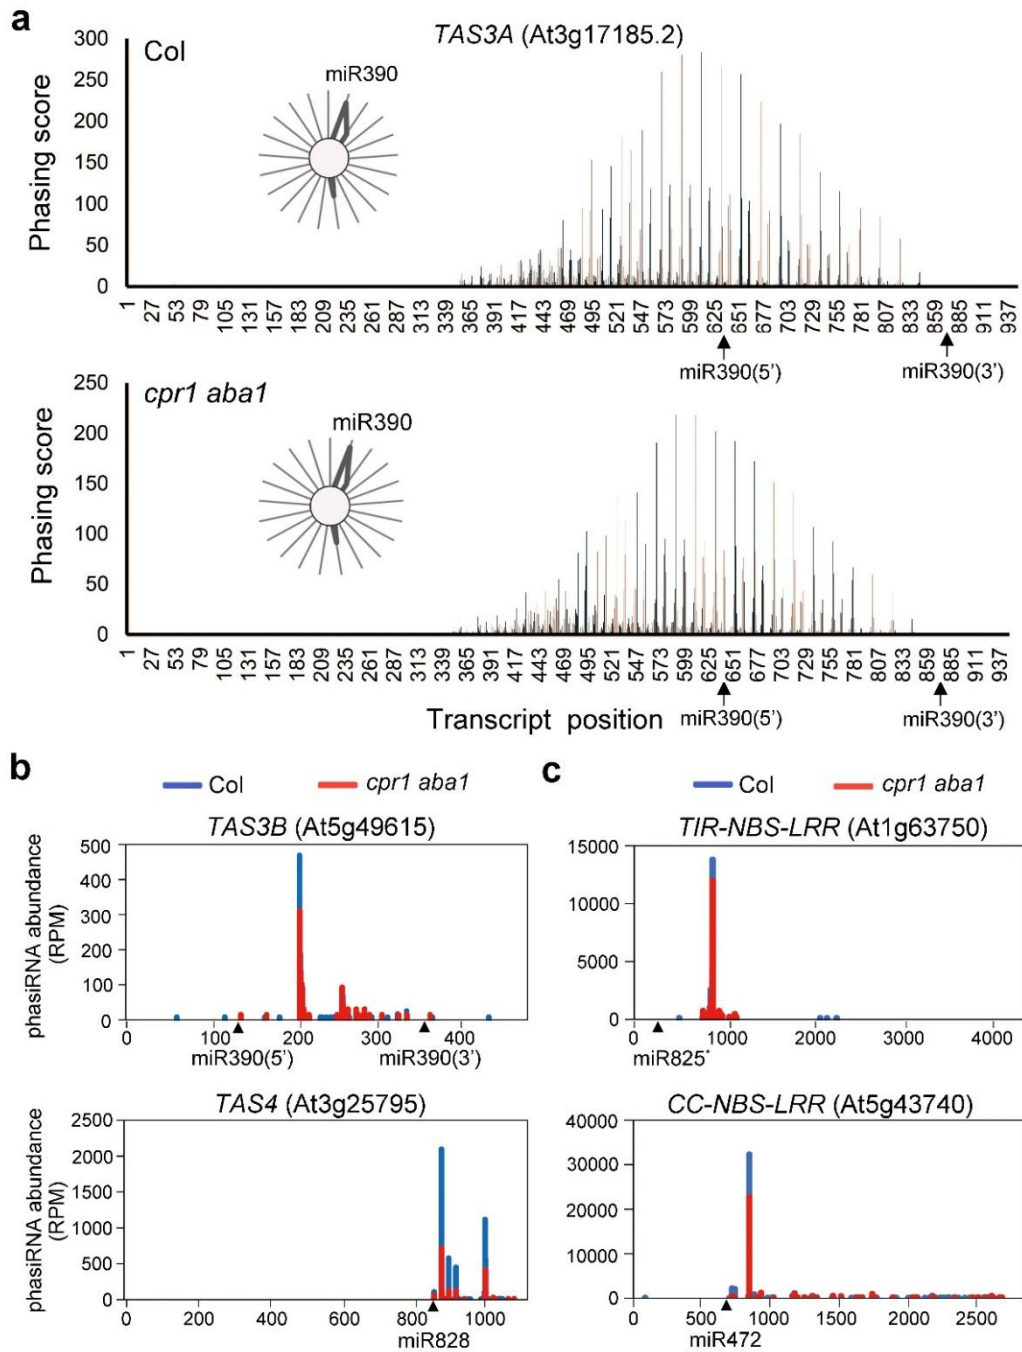

**Supplementary Figure 3.** Distribution and abundance of 21-nucleotide phasiRNAs from a few loci. **a** The phasing of tasiRNAs from *TAS3A* is unaffected in *cpr1 aba1*. The X-axis depicts the *TAS3A* locus with the positions of the two miR390 target sites marked by arrows. The radial graphs show that the 5' miR390 cleavage site fell in the most prominent phasing register of 21-nt small RNAs in Col as well as in *cpr1 aba1*. **b** The accumulation of tasiRNAs from *TAS3B* and *TAS4* as determined by small RNA sequencing. The abundance of tasiRNAs from these loci was reduced in *cpr1 aba1*

relative to Col. The positions of the miRNA target sites are marked. **c** The abundance of phasiRNAs from two *NB-LRR* loci (At1g63750 and At5g43740) was reduced in *cpr1 aba1* relative to Col. The positions of the miRNA target sites are marked.

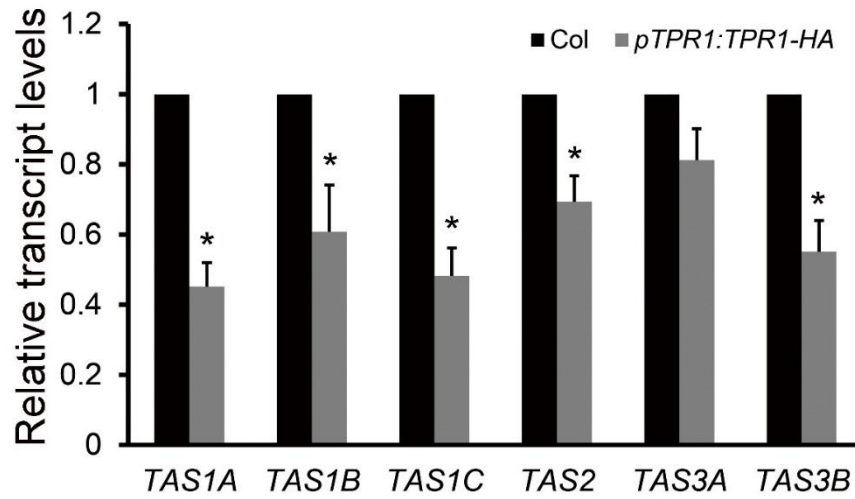

**Supplementary Figure 4.** The transcript levels of *TAS* genes in *pTPR1:TPR1-HA* and Col. The transcript levels of *TAS1A*, *TAS1B*, *TAS1C*, *TAS2*, *TAS3A* and *TAS3B* were determined by real-time RT-PCR in 15-day-old seedlings of *pTPR1:TPR1-HA* and Col. Error bars represent standard deviations calculated from three biological replicates (\*Student's *t* test:  $P < 0.05$ ). Source data are provided as a Source Data file.

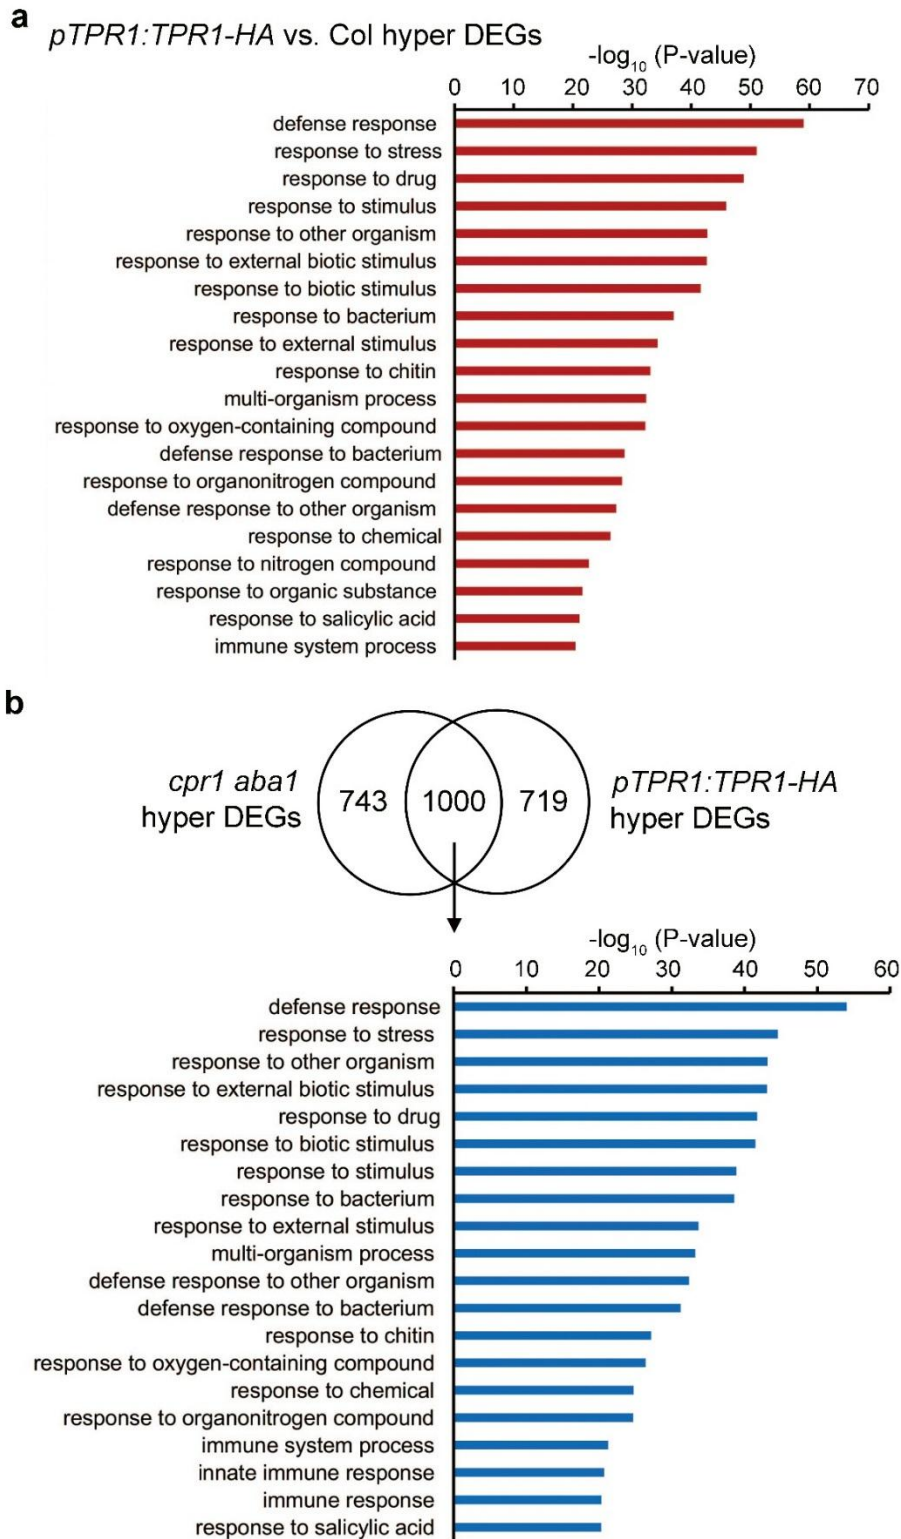

**Supplementary Figure 5.** Gene Ontology (GO) terms enriched in differentially expressed genes (DEGs). **a** GO enrichment analysis of 1,719 up-regulated genes in *pTPR1:TPR1-HA* as compared to Col with fold-change > 2.0,  $P < 0.01$  and RPM > 10 in either genotype (average of three replicates). The top 20 GO terms are presented.

The 1,719 genes are listed in Supplementary Data 6. **b** GO enrichment analysis of the overlapping 1,000 up-regulated genes in *cpr1 aba1* and *pTPR1:TPR1-HA* as compared to Col with fold-change > 2.0, P < 0.01 and RPM > 10 in either genotype (average of three replicates). The top 20 GO terms are presented. The numbers and overlap in up-regulated genes in *cpr1 aba1* and *pTPR1:TPR1-HA* are shown in the Venn diagram. The 1,000 genes are listed in Supplementary Data 7.

of three replicates) were included in the analysis (Supplementary Data 8). The arrows mark the three source *R* genes (At5g43740, At5g38850 and At1g63750) that could generate phasiRNAs. **b** Analysis of *R* gene expression in wild type (Col) and *pTPR1:TPR1-HA* as determined by RNA-seq. Three biological replicates of RNA-seq were performed for each genotype. 151 *R* genes with RPM > 10 in either genotype (average of three replicates) were included in the analysis (Supplementary Data 10). The arrows mark the three source *R* genes (At5g43740, At5g38850 and At1g63750) that could generate phasiRNAs.

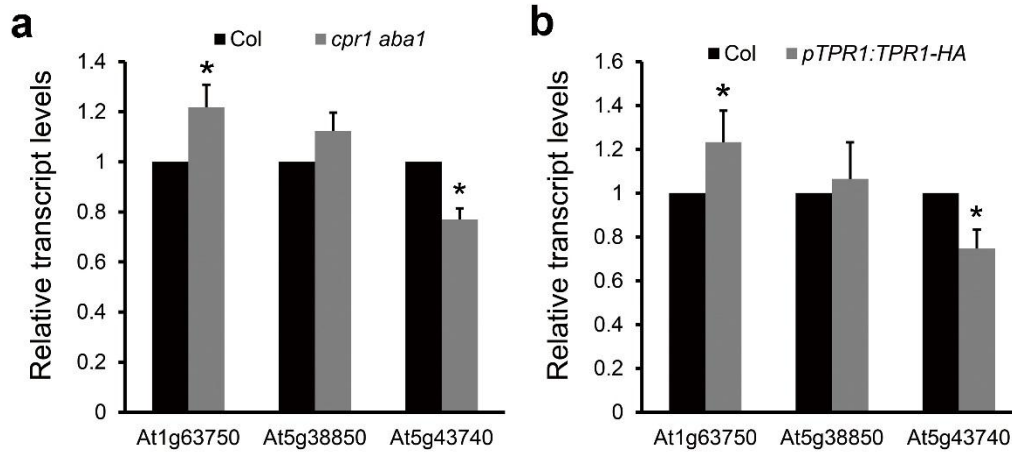

**Supplementary Figure 7.** The transcript levels of three *R* genes that could generate phasiRNAs. **a-b** The transcript levels of At1g63750, At5g38850 and At5g43740 were determined by real-time RT-PCR in 15-day-old seedlings of *cpr1 aba1* (**a**) and *pTPR1:TPR1-HA* (**b**), and compared to Col. Error bars represent standard deviations calculated from three biological replicates (\*Student's *t* test:  $P < 0.05$ ). Source data are provided as a Source Data file.

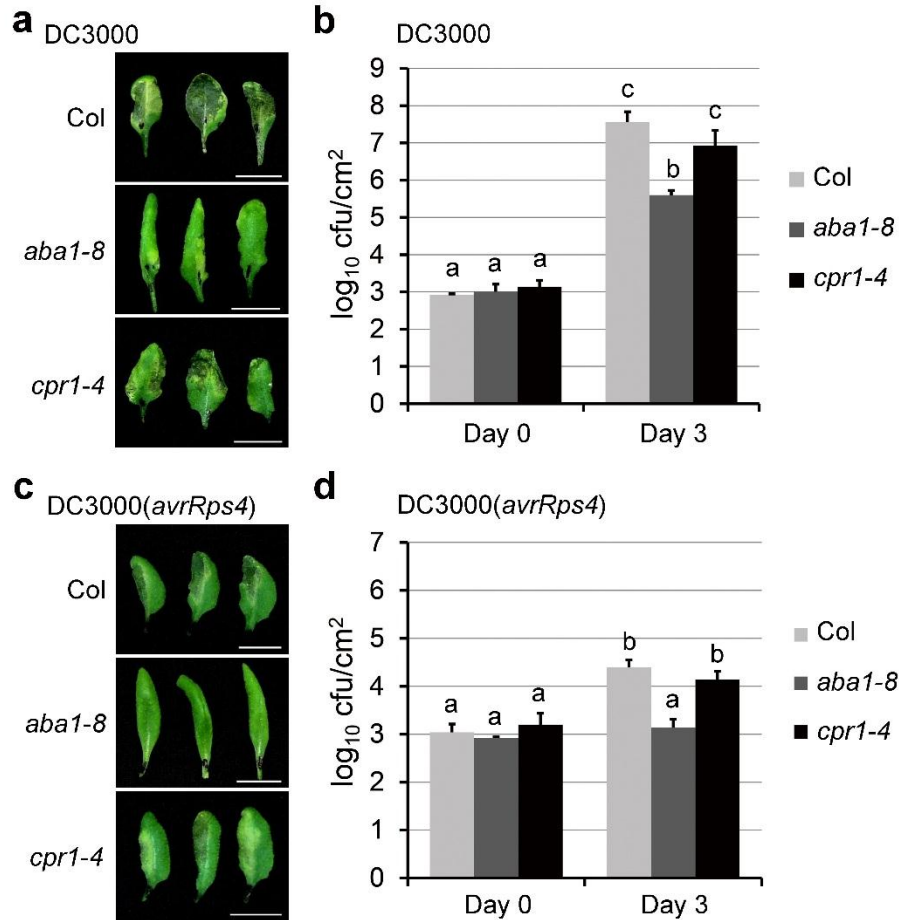

**Supplementary Figure 8.** Response of *aba1-8* and *cpr1-4* to *Pst* DC3000 and *Pst* DC3000(*avrRps4*). Rosette leaves of five-week-old plants of Col, *aba1-8* and *cpr1-4* were infiltrated with bacterial suspensions of *Pst* DC3000 or *Pst* DC3000(*avrRps4*) at OD<sub>600</sub> = 0.001 using a needleless syringe. **a** Pictures of Arabidopsis leaves inoculated with *Pst* DC3000 were taken at 3 days post inoculation. Bar = 1 cm. **b** Bacterial populations of *Pst* DC3000 in Col, *aba1-8* and *cpr1-4* at day 0 and day 3 post inoculation. Error bars represent standard deviations calculated from three biological replicates. One-way ANOVA and post-hoc Tukey testing were used for statistical comparison. **c** Pictures of Arabidopsis leaves inoculated with *Pst* DC3000(*avrRps4*) were taken at 3 days post inoculation. Bar = 1 cm. **d** Bacterial populations of *Pst* DC3000(*avrRps4*) in Col, *aba1-8* and *cpr1-4* at day 0 and day 3 post inoculation. Error bars represent standard deviations calculated from three biological replicates. One-way ANOVA and post-hoc Tukey testing were used for statistical comparison. Source data are provided as a Source Data file.

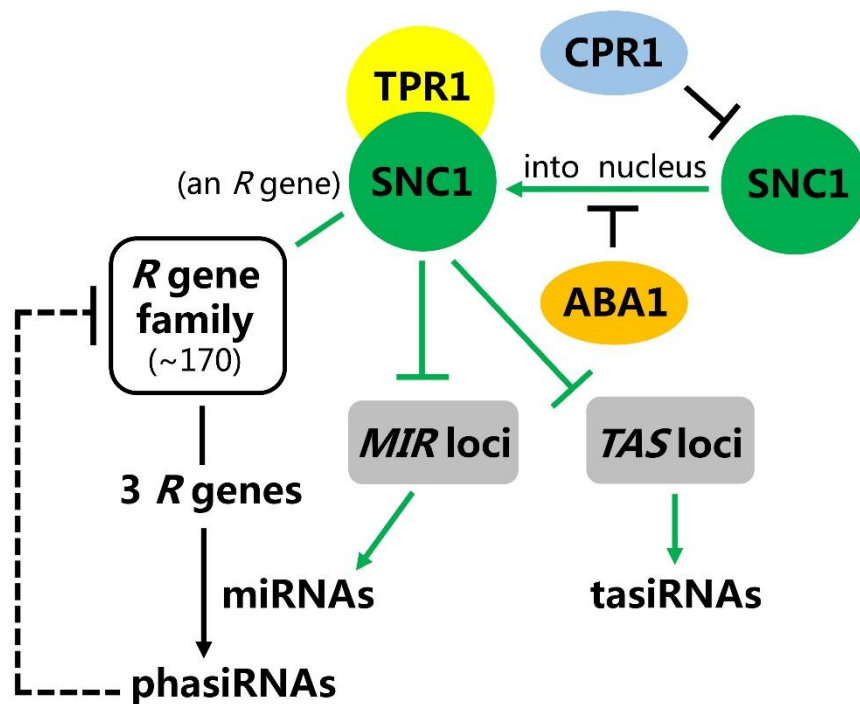

**Supplementary Figure 9.** A model of global *R* gene expression regulation. In the absence of pathogen infection, a small RNA cascade silences the expression of the *R* gene family. In this cascade, three *R* genes are targeted by miRNAs for phasiRNA production from their transcripts. The phasiRNAs likely in turn repress most *R* genes. In this study, we show that the over expression and nuclear localization of the R protein SNC1 (due to mutations of both CPR1 and ABA1) decreases the transcription of *MIR* loci and *TAS* loci, probably in concert with its interacting partner TPR1, resulting in reduced levels of miRNAs and tasiRNAs. SNC1 also represses the biogenesis of phasiRNAs from three source *R* genes, probably through its effects on the trigger miRNAs, leading to a release of the repression of *R* gene expression.

**Supplementary Table 1.** Primers used for genotyping

| Oligonucleotide     | Sequence (5'-3')         |
|---------------------|--------------------------|
| cpr1-4 genotyping-F | AACTCTAGTTCGTTGCCG       |
| cpr1-4 genotyping-R | GAACCATCCTCACAACCT       |
| aba1-8 genotyping-F | CTCAGGGAAACTCACCAAGT     |
| aba1-8 genotyping-R | AGATGGGTTCAACTCCGTT      |
| snc1-11-LP          | TCGGCATAACATCGTAAGAGC    |
| snc1-11-RP          | CAAGCTTTCGTGGAGAAGATG    |
| LBb1.3              | ATTTTGCCGATTTTCGGAAC     |
| cpr1-3-LP           | TTTCGTAAATTTTACACAAAATCG |
| cpr1-3-RP           | TGTGAGTAGCCTTGCTTGCG     |
| aba1-7-LP           | GATGTTGGTGGTGGAAAAATG    |
| aba1-7-RP           | ACGTCAAGAGCATCGTCATC     |

**Supplementary Table 2.** Primers used for plasmid construction

| Oligonucleotide      | Sequence (5'-3')                       |
|----------------------|----------------------------------------|
| proCPR1-KpnI-F       | CACGGTACCTCTATATATGTGTCTAAC            |
| CPR1-PstI-R          | GTTCTGCAGTAAGACCAGCTTGAATCC            |
| proABA1-KpnI-F       | CACGGTACCGGCTTAAACCTAACTCTA            |
| ABA1-SpeI-R          | GTTACTAGTAGCTGTCTGAAGTAATTTAT          |
| SNC1-KpnI-F          | GGAGGTACCATGATGGATACATCCAAAG           |
| SNC1-PstI-R          | GCCCTGCAGGTTACCAGAAACAGGAAA            |
| PstI-NLS-BamHI-GFP-F | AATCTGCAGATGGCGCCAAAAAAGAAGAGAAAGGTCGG |
|                      | ATCCATGGTGAGCAAGGGCGAGG                |
| GFP-SacI-R           | CCTGAGCTCTTACTTGTACAGCTCGTC            |

**Supplementary Table 3.** Primers used for quantitative RT-PCR

| Oligonucleotide    | Sequence (5'-3')             |
|--------------------|------------------------------|
| qPCR-pri-miR156a-F | GAAAGAGTTGGGACAAGAGAAACG     |
| qPCR-pri-miR156a-R | AGAGAACGAAGACAGGCCAAAGA      |
| qPCR-pri-miR158a-F | GACTTTAGATTAGAGGGC           |
| qPCR-pri-miR159a-R | GAAACATTACACGCTCG            |
| qPCR-pri-miR159a-F | TCTTTACAGTTTGCTTATGTCAGATCCA |
| qPCR-pri-miR159a-R | ACCCTGCTCAACTCATGTTTGAA      |
| qPCR-pri-miR159b-F | TGCTTGGATCTCTAATGCTGTTCA     |
| qPCR-pri-miR159b-R | TCACCCTGCTAAACCCTCCA         |
| qPCR-pri-miR164b-F | TGCGGAATTTGTGATATAGATGTGT    |
| qPCR-pri-miR164b-R | CTCGTCGTCATCGTCACCAA         |
| qPCR-pri-miR166a-F | AGATATATATTCAGAAACCCTAG      |
| qPCR-pri-miR166a-R | GGTTCATTCACTGGATCTGAAAC      |

---

|                    |                             |
|--------------------|-----------------------------|
| qPCR-pri-miR167a-F | TGATCTGCTACGGTGAAGTCTATGG   |
| qPCR-pri-miR167a-R | GAAACTGCGAACATGATCTAATCGA   |
| qPCR-pri-miR167b-F | TCTTTGGTTAAGAGATGAATGTGGAA  |
| qPCR-pri-miR167b-R | ATTTTCTTTCAATCGGCATGTG      |
| qPCR-pri-miR161-F  | CTCGGTTTTTGACCAGTTT         |
| qPCR-pri-miR161-R  | AGGGTTGATTACTGTTTCC         |
| qPCR-pri-miR173-F  | GTACTTTCGCTTGCAGAG          |
| qPCR-pri-miR173-R  | TAGGGAGCAAGCTCTTTC          |
| qPCR-pri-miR319b-F | ACGCACAGAGAGGAAGAT          |
| qPCR-pri-miR319b-R | CCTCCACCAACTCAACAT          |
| qPCR-pri-miR390b-F | CCTATGGATGTAAATTCAGATTGAG   |
| qPCR-pri-miR390b-R | CGAAGGAGGGAATGAAGTAGG       |
| qPCR-pri-miR393b-F | GAGAGAGTTCTTCACAGCAA        |
| qPCR-pri-miR393b-R | CATGATCCGGAAAAGTAAGC        |
| qPCR-pri-miR394b-F | TCGACAGAAAGGAAATGAGTGA      |
| qPCR-pri-miR394b-R | TCCTCTTACGAAACACACCGTAGATAC |
| qPCR-pri-miR396a-F | TGACCCTCTCTGTATTCT          |
| qPCR-pri-miR396a-R | TCTGTCTGTATCTTCCA           |
| qPCR-TAS1A-F       | CCTGTCTATTTGTCACCAGCC       |
| qPCR-TAS1A-R       | GAACGCTATGTTGGACTTAGGA      |
| qPCR-TAS1B-F       | CAGTCCCGTGCTCTCTGTAT        |
| qPCR-TAS1B-R       | GGTGAATGGTTAGATACCGATG      |
| qPCR-TAS1C-F       | ATGTGTCAGTTTCGTTCTTCC       |
| qPCR-TAS1C-R       | CCACCGATAAATGGTCTATTCTG     |
| qPCR-TAS2-F        | TAGGTTGGGTTTGGGAGTG         |
| qPCR-TAS2-R        | CATCATTCGCTTGGAGAGA         |
| qPCR-TAS3A-F       | CGAAGTTTCTCCAAGGCA          |
| qPCR-TAS3A-R       | CTCAGATAGGATAACACCGCT       |
| qPCR-TAS3B-F       | GGGAAGTGATTCAAGGCTT         |
| qPCR-TAS3B-R       | GCTCAGGTAAGATAGCGTCAT       |
| qPCR-UBQ5-F        | GGTGCTAAGAAGAGGAAGAA        |
| qPCR-UBQ5-R        | CTCCTTCTTTCTGGTAAACGT       |
| qPCR-GUS-F         | TCAGGAAGTGATGGAGCA          |
| qPCR-GUS-R         | AGAGCATTACGCTGCGAT          |
| qPCR-SUL-F         | GATCCAAAGATTGGTGGTGTATG     |
| qPCR-SUL-R         | AACTTGCTCTCCTTTCTCAACTCT    |
| qPCR-At1g63750-F   | TCAAGGCAAGGGGATAAC          |
| qPCR-At1g63750-R   | GCCTTTTTGCGCTTCATG          |
| qPCR-At5g38850-F   | GCTCTCATACAAGCGATT          |
| qPCR-At5g38850-R   | CCTCTCCTCCTTAGTTTT          |
| qPCR-At5g43740-F   | AAACTGGTGGAAATGGCG          |
| qPCR-At5g43740-R   | CTTTCCCATTCCTTGTCAG         |

---

**Supplementary Table 4.** Northern blot probes

| Oligonucleotide           | Sequence (5'-3')        |
|---------------------------|-------------------------|
| amiR-SUL probe-Biotin     | AGGGATTTCG TGACACTTAA   |
| miR156 probe-Biotin       | GTGCTCACTCTCTTCTGTCA    |
| miR158 probe-Biotin       | TGCTTTGTCTACATTGGGA     |
| miR159 probe-Biotin       | TAGAGCTCCCTTCAATCCAAA   |
| miR161 probe-Biotin       | TAGTCACTTTCAATGCATTGA   |
| miR164 probe-Biotin       | TGCACGTGCCCTGCTTCTCCA   |
| miR167 probe-Biotin       | TAGATCATGCTGGCAGCTTCA   |
| miR173 probe-Biotin       | GTGATTCTCTCTGTAAAGCGA   |
| miR319 probe-Biotin       | GGGAGCTCCCTTCAGTCCAA    |
| miR390 probe-Biotin       | GGCGCTATCCCTCCTGAGCTT   |
| miR393 probe-Biotin       | GATCAATGCGATCCCTTTGGA   |
| miR396 probe-Biotin       | CAGTTCAAGAAAGCTGTGGAA   |
| miR828 probe-Biotin       | TGGAATACTCATTTAAGCAAGA  |
| miR472 probe-Biotin       | GGTATGGGCGGAGTAGGAAAAA  |
| miR393 probe-Biotin       | GATCAATGCGATCCCTTTGGA   |
| miR825* probe-Biotin      | GCTTCTTCGAGCTGGTGCTTGA  |
| Tas1-siR255 probe-Biotin  | TACGCTATGTTGGACTTAGAA   |
| Tas2-siR1511 probe-Biotin | AAGTATCATCATTCGCTTGGA   |
| Tas3-5'D8 probe-Biotin    | AAAGGCCTTACAAGGTCAAGA   |
| U6 probe-Biotin           | AGGGGCCATGCTAATCTTCTCTG |

# Supplementary material for: The disease resistance protein SNC1 represses the biogenesis of microRNAs and phased siRNAs
**Source:** Nat Commun. 2018 Nov 29;9:5080. doi: 10.1038/s41467-018-07516-z
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

**File Name**: Supplementary Data 1

**Description**: Levels of miRNAs in amiR-SUL sup-B65 and amiR-SUL as determined by small RNA sequencing

**File Name**: Supplementary Data 2

**Description**: Levels of miRNAs in amiR-SUL snc1-1 and amiR-SUL as determined by small RNA sequencing

**File Name**: Supplementary Data 3

**Description**: PhasiRNA loci analyzed in this study

**File Name**: Supplementary Data 4

**Description**: GO terms for up-regulated genes in cpr1 aba1 relative to Col

**File Name**: Supplementary Data 5

**Description**: GO terms for down-regulated genes in cpr1 aba1 relative to Col

**File Name**: Supplementary Data 6

**Description**: GO terms for up-regulated genes in pTPR1:TPR1-HA relative to Col

**File Name**: Supplementary Data 7

**Description**: GO terms for up-regulated genes in both cpr1 aba1 and pTPR1:TPR1-HA relative to Col

**File Name**: Supplementary Data 8

**Description**: Expression levels of 165 R genes in Col and cpr1 aba1 as determined by RNA-seq

**File Name**: Supplementary Data 9

**Description**: Transcript levels of 74 R genes that are differentially expressed between Col and cpr1 aba1

**File Name**: Supplementary Data 10

**Description**: Expression levels of 166 R genes in RNA-seq of Col and pTPR1:TPR1-HA

**File Name**: Supplementary Data 11

**Description**: Transcript levels of 70 R genes that are differentially expressed between Col and pTPR1:TPR1-HA

**File Name**: Supplementary Data 12

**Description**: A list of R genes that can be potentially targeted by phasiRNAs generated by the three source R genes

**File Name**: Supplementary Data 13

**Description**: Source Data

# Supplementary material for: The disease resistance protein SNC1 represses the biogenesis of microRNAs and phased siRNAs
**Source:** Nat Commun. 2018 Nov 29;9:5080. doi: 10.1038/s41467-018-07516-z
**Supplement:** Supplementary file 16 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistical parameters

When statistical analyses are reported, confirm that the following items are present in the relevant location (e.g. figure legend, table legend, main text, or Methods section).

n/a Confirmed

- ☐ ☒ The exact sample size (*n*) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ An indication of whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistics including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. *F*, *t*, *r*) with confidence intervals, effect sizes, degrees of freedom and *P* value noted  
*Give P values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's *d*, Pearson's *r*), indicating how they were calculated
- ☐ ☒ Clearly defined error bars  
*State explicitly what error bars represent (e.g. SD, SE, CI)*

Our web collection on [statistics for biologists](#) may be useful.

### Software and code

Policy information about [availability of computer code](#)

Data collection

```
#!/usr/bin/perl
use strict;
use warnings;
use File::Basename;

#####
#
# This script is designed to identify candidate phasiRNA
# loci based on small RNA sequencing data.
#
# Author: Xuan Ma
# (Institute of Genetics and Developmental Biology, CAS)
#
# If there exists any bugs, please report to 
#
#####

if (@ARGV < 2) {
```

```

print "Usage: perl $0 sRNA.sam cdna.fa\n";
exit;
}

my $sam_file = shift;
my (%data1, %data2, %phase_res);
print STDERR "Reading SAM ...\n";
open my $sam, '<', $sam_file or die $!;
while (<$sam>) {
    next if /^\\s*$/;
    next if /^\\@HD|\\@SQ|\\@PG/;
    next if /SAM header/;
    next if /\\#/;
    chomp;
    my ($readID, $flag, $gene, $pos, $MAPQ, $len, $line) = split;
    next if !($len eq '21M' or $len eq '22M'); #21-22nt siRNA
    if ($flag == 0) {$data1{$gene}{$pos}{0} ++;} #forward strand
    elsif ($flag == 16) {$data2{$gene}{$pos}{16} ++;} #reverse strand
}
close $sam;

print STDERR "Combining strands ...\n";
for my $gene (keys %data2) {
    for my $pos (keys %{$data2{$gene}}) {
        # offset 2nt
        if (exists $data1{$gene}{$pos + 2}{0}) {
            $data1{$gene}{$pos + 2}{0} += $data2{$gene}{$pos}{16};
        } else {
            $data1{$gene}{$pos + 2}{0} = $data2{$gene}{$pos}{16};
        }
    }
}
%data2 = ();

print STDERR "Reading genome ...\n";
my $gene_fasta_file = shift;
my %len;
$/ = '>';
open my $gene_file, '<', $gene_fasta_file or die $!;
while (<$gene_file>) {
    chomp;
    my ($id, $seq) = /(\\.+?)\\n(\\.+)/s or next;
    $id = $1 if $id =~ /(\\.+?)\\s/; # remove info behind the 1st space
    $seq =~ s/\\n//g;
    $len{$id} = length($seq);
}
close $gene_file;
$/ = "\\n";

for my $gene (keys %data1) {
    for my $pos (1..$len{$gene}) {
        $data1{$gene}{$pos}{0} ||= 0;
    }
}

print STDERR "Phase scoring...\n";
for my $gene (keys %data1) {
    for my $pos (sort {$a <=> $b} keys %{$data1{$gene}}) {

        my ($n, $phased, $unphased, $phasing_score) = (0, 0, 0, 0);

        for my $cycle (0..9) { # 10 cycles B.Meyers lab, RNA, 2009
            my $new_pos = $pos + 21 * $cycle; # phased position
            if (exists $data1{$gene}{$new_pos}{0} and
                $data1{$gene}{$new_pos}{0} > 0) {
                $n ++; # num of pos plus 1
                $phased += $data1{$gene}{$new_pos}{0}; # phased cumulation
            }
        }

        for my $unphased_nt_per_cycle (1..20) {

```

```

$new_pos++; # unphased positions
if (exists $data1{$gene}{$new_pos}{0} and
    $data1{$gene}{$new_pos}{0} > 0) {
    $n++; # num of pos plus 1
    $unphased += $data1{$gene}{$new_pos}{0}; # unphased cumulation
}
}
}

if ($n < 3) {
    $phasing_score = 0;
} else {
    $phasing_score = ($n - 2) * log (1 + 10 * $phased / ($unphased + 1)); # B.Meyers lab 2009
}
$phase_res{$gene}{$pos} = $phasing_score;
}
}

print STDERR "Outputing ...\n";
(my $sam_file_base = basename $sam_file) =~ s/(.+)\\.sam/$1/;
open my $phase_res_out, '>', "$sam_file_base\\phase_score_siRNA.txt";
for my $gene (keys %phase_res) {
    for my $pos (1..$len{$gene}) {
        print $phase_res_out "$gene\\t$pos\\t$phase_res{$gene}{$pos}\\t$data1{$gene}{$pos}{0}\\n";
    }
}
close $phase_res_out;

```

\_\_END\_\_

Notes:

1) After running this script, an output file named sRNA\_phase\_score\_siRNA.txt is generated.  
The first column is gene ID, the second column is position, the third column is phasing score, and the last column is normalized sRNA counts.

2) References:

De Paoli, et al. RNA, 2009, 15:1965-1970  
Miya D Howell, et al. Plant Cell, 2007, 19:926-942

```

#!/usr/bin/perl
use strict;
use Getopt::Long;
use Pod::Usage qw(pod2usage);

```

###Help information

=pod

=head1 NAME

PIHSDA - PLANT INTEGRATED HIGH-THROUGHPUT SEQUENCING DATA ANALYSIS

=head1 SYNOPSIS

USAGE:

pihsda -m MODE [OPTION] [NAME1] [#1] [SEQ1] [SEQ2] .. [SEQ#1] [NAME2] [#2] [SEQ1] [SEQ2] .. [SEQ#2] ..

OPTIONS:

-h,--help print this help message

-m,--mode Specify a mode. Select from "srna", "mrna", "tt", "deg", and "clip"

-a,--adapter The sequence of 3' adapter. Default: AGATCGGAAGAGC or 1, TGAATTCTCGGG or 2 is another frequently used adapter sequence

-o,--output The directory for output files. Default: ./out

-t,--thread The number of processors used in bowtie mapping. Default: 4

-g,--genome The reference genome.  
ath for Arabidopsis thaliana TAIR10

```

gma for Glycine max v109
osa for Oryza sativa MSUv7..
Default: ath

-f,--foldchange The threshold of fold change in DS analysis. Default: 1.5

-p,--pvalue The threshold of P value in DS analysis. Default: 0.01

--no-mapping Only performe the statistic analysis

--mapping-only Only to do the mapping

SRNA MODE OPTIONS

--mmap The method used in mapping.
n for unique, r for random, u for unique-seeded guide, and f for fractional-seeded guide.
Default: u

-n,--norm The method used in read count normalization.
t for total, r for rRNA, and b for both.
Default: b

MRNA MODE OPTIONS

--mismatch The number of allowed mismatches used in mapping. Default: 1

--multihits The number of allowed multihits loci used in mapping. Default: 1

TRUNCATION AND TAILING MODE OPTIONS

DEGRADOME MODE OPTIONS

CLIP-SEQ MODE OPTIONS

--premRNA Use premRNA length cutoff

=head1 DESCRIPTION

To successully run this script, please ensure the correct installation of R packages 'DESeq2' and 'pheatmap', and avoid naming the
samples starting with digits.

=head1 AUTHORS

You, Chenjiang

1/2/2017

=head1 SEE ALSO

See README.md for more details.

=cut

####Start

print STDERR "\nWelcome to use the Plant sRNA Analysis Pipeline!\nVersion 2.2\tLast update: 05/10/2017\n";
my $time = localtime;

####Reading parameters

die "\ntype \"-h\" or \"--help\" for more information" if ($#ARGV== -1);
print STDERR "\nCommand: @ARGV\n\n";

my $genome = "ath";
my $output = "out";
my $adapter = "";
my $score = 4;
my $foldchange = 1.5;
my $pvalue = 0.01;
my $mmap = "u";
my $mnorm = "b";
my $nophasi = 0;
my $nomapping = 0;
my $only = 0;

```

```

my $help = "";
my $mode = "";
my $mis = 1;
my $multi = 1;
my $pre="";

GetOptions(
'm|mode=s' => \$mode,
'h|help!' => \$help,
'g|genome=s' => \$genome,
'o|out=s' => \$output,
'a|adapter=s' => \$adapter,
't|thread=i' => \$core,
'f|foldchange=s' => \$foldchange,
'p|pvalue=s' => \$pvalue,
'mmap=s' => \$mmap,
'n|norm=s' => \$mnorm,
'mismatch=i' => \$mis,
'multihits=i' => \$multi,
'no-mapping!' => \$nomapping,
'mapping-only!' => \$only,
'no-phasi!' => \$nophasi,
'premRNA!' => \$pre,)
or die("Error in command line arguments\n");
pod2usage(-verbose => 2, -exitval => 2) if ($help);

open STDOUT, ">>log.txt" or die $!;
print STDOUT "Start: $time\n";
print STDOUT "\nCommand: @ARGV\n\n";

$0 =~ s/\/pihsda$//;
my $prefix = $0;

die "Please specify a mode!" if($mode !~ /srna|tt|mrna|deg|clip/);

die "Parameters conflicted: --no-mapping and --mapping-only!" if($only + $nomapping > 1);

if(!$only){
if(-e $output){
die "$output already exists! Please provide another output folder!";
}
}

die "This genome is not supported!\n type \"-h\" for more information" if($genome !~ /ath|osa|gma|zma/);

$adapter = "AGATCGGAAGAGC" if($adapter == 1);
$adapter = "TGGGAATTCTCGGG" if($adapter == 2);
$adapter = "CCCAGATCGGAAG" if($mode eq "clip");
if($mode ne "mrna" && $adapter eq ""){
die "Please specify the adapter sequence for cutadapt!\n";
}
$pre = "--premRNA" if($pre);
die "Please provide the correct method for read count normalization!\n type \"-h\" for more information" if($mnorm !~ /[brt]/);

if($#ARGV < 2){
print STDERR "Please provide enough parameters\n";
print STDERR "type \"-h\" for more information\n";
exit;
}

####Check dependent software

my $cutadapt = `cutadapt --version`;
my $samtools = `samtools --version`;
my $bowtie = `bowtie --version`;
my $shortstack = `ShortStack -v`;
my $bedtools = `bedtools --version`;
my $R = `R --version`;
my $hisat = `hisat2 --version`;
my $clipper = `clipper -h`;

if($cutadapt ne ""){
print STDERR "cutadapt version $cutadapt";
}else{
die "Please install cutadapt!\n";
}

```

```

}
if($samtools =~ /samtools (\d)\.(\d)/){
  if($1==1){
    print STDERR "samtools version $1\.$2\n";
  }else{
    die "Please install samtools v1.x!\n";
  }
}else{
  die "Please install samtools v1.x!\n";
}
if($bowtie =~ /bowtie version (\d)\.(\d)\.(\d+)/){
  print STDERR "bowtie version $1\n";
}else{
  die "Please install bowtie!\n";
}
if($shortstack =~ /version 3/){
  print STDERR "$shortstack";
}else{
  die "Please install ShortStack!\n";
}
if($bedtools ne ""){
  print STDERR "$bedtools";
}else{
  die "Please install bedtools!\n";
}
if($R =~ /R version (\d)\.(\d)\.(\d+)/){
  print STDERR "R version $1\n";
}else{
  die "Please install R\n";
}
if($hisat =~ /hisat2.+version (2.+)/){
  print STDERR "HISAT version $1\n";
}else{
  die "Please install HISAT2!";
}
if($clipper =~ /^Usage:/){
  print STDERR "CLIPper installed\n";
}else{
  die "Please install CLIPper!";
}
}

####Pre-processing

my (%geneinfo, %exon);
system ("gffread -w exons.fa -g ".$prefix."/reference/".$genome."_chr_all.fasta ".$prefix."/reference/".$genome."_genes.gff");
open EXON, "exons.fa" or die $!;
my ($gene, $tran);
while(my $exo = <EXON>){
  chomp $exo;
  if($exo =~ />(AT\w+)\.(\d+)/){
    $gene = $1;
    $tran = $2;
  }elseif($exo =~ />(AT\w+)/){
    $gene = $1;
    $tran = 1;
  }else{
    $exon{$gene}{$tran} .= $exo;
  }
}
close EXON;
unlink "exons.fa";
foreach $gene (sort keys %exon){
  my $long = 0;
  foreach $tran (keys %{$exon{$gene}}){
    if(length($exon{$gene}{$tran}) > $long){
      $long = length $exon{$gene}{$tran};
    }
  }
  $geneinfo{$gene}{"long"} = $long;
}

####Run

if($mode eq "srna"){

```

```

####Pre-processing

my %length =();
if(!$nomapping){

    die "Please provide the correct method for mapping!\n type \"-h\" for more information" if($mmap !~ /[nurf]/);

    open FAI, "$prefix/reference/$genome"."_chr_all.fasta.fai" or die $!;
    while (my $fai = <FAI>){
        chomp $fai;
        my @row = split /\t/, $fai;
        $length{$row[0]} = int($row[1]/100);
    }
    close FAI;
    open GENE, "$prefix/reference/$genome"."_genes.gff" or die $!;
    open TE, "$prefix/reference/$genome"."_transposons.gff" or die $!;
    open TMP1, ">gene.gff" or die $!;
    open TMP2, ">promoter.gff" or die $!;
    while(my $aa = <GENE>){
        chomp $aa;
        my @row = split /\t/, $aa;
        if($row[2] =~ /gene/){
            if($row[8] =~ /ID=(\w+);/o){
                my $name = $1;
                if($row[8] =~ /Note=transposable_element_gene;/){
                    $row[8] = $name."_TEG";
                }else{
                    $row[8] = $name;
                }
            }
            my $row = join "\t", @row;
            print TMP1 "$row\n";
            $row[8] = "_promoter";
            if($row[6] eq "+"){
                $row[4] = $row[3] - 1;
                if($row[3] > 1000){
                    $row[3] = $row[3] - 1000;
                }else{
                    $row[3] = 1;
                }
            }else{
                $row[3] = $row[4] + 1;
                $row[4] = $row[4] + 1000;
            }
            $row = join "\t", @row;
            print TMP2 "$row\n";
        }
    }
    close GENE;
    close TMP1;
    close TMP2;
    open TMP, ">te.gff" or die $!;
    while(my $bb = <TE>){
        chomp $bb;
        my @row = split /\t/, $bb;
        if($row[8] =~ /ID=(\w+);N/o){
            $row[8] = $1;
            my $row = join "\t", @row;
            print TMP "$row\n";
        }
    }
    close TMP;
    close TE;
}

####Mapping start

my @out;
while(@ARGV){
    my $sample = shift @ARGV;
    push @out, $sample;
    my $num = shift @ARGV;
    die "Please provide enough biological replicates\n type \"-h\" for more information" if($num < 1);
    push @out, $num;
    if(!$nomapping){

```

```

system ("awk '{print $9}' ". $prefix."/reference/" ". $genome." "_miRNA_miRNA_star.gff >1.new");
open TMP, ">1.bin" or die $!;
foreach my $chr (sort keys %length){
    for(my $bi=0;$bi<=$length{$chr};$bi++){
        print TMP "$chr\_Sbi\n";
    }
}
close TMP;
for(my $i=1;$i<=$num;$i++){
    my $file = shift @ARGV;
    my $tag = $sample."_" . $i;
    print STDERR "Mapping $tag...\n";
    print STDOUT "Mapping $tag...\n";
    &trimming($file, $tag);
    if($genome eq "ath"){
        system ("awk -F '\t' '{print $3}' " ". $tag." .rRNA.out \ | sort \ | uniq -c \ | sort -rn \ | awk 'BEGIN{x=0}{if($2==
\"CP002686.1/14199748-14203300\"\\|\\$2==\"X52320.1/492-4032\"\\|\\$2==\"AC006837.16/4777-8329\"\\|\\$2==
\"X52322.1/6196-9736\"\\|\\$2==\"CP002685.1/5777-9329\"\\){x=x+$1}}END{print \"rRNA\t\"x}' > " ". $tag." .nf");
    }
}
#Step 3 Map filtered reads to the genome
system ("ShortStack --outdir ShortStack_" ". $tag." --align_only --bowtie_m 1000 --ranmax 50 --mmap " ". $mmap." --mismatches 0 --
bowtie_cores " ". $score." --nohp --readfile " ". $tag." -rRNA-free.fastq --genomefile " ". $prefix."/reference/" ". $genome." "_chr_all.fasta
2>>log.txt");
system ("mv " ". $tag." -rRNA-free.fastq " ". $tag." .rRNA-free.fastq");
print STDERR "Alignment Completed!\n";
system ("samtools view -h ShortStack_" ". $tag." "/" ". $tag." -rRNA-free.bam > " ". $tag." .rRNA-free");
system ("awk '{if($0~/^@/) print > (FILENAME\".unmapped.sam\"); if($10!=\"*\") && $3!=\"*\") print > (FILENAME\".sam\"); if($10!
=\"*\") && $3==\"*\") print > (FILENAME\".unmapped.sam\");}' " ". $tag." .rRNA-free");
system ("samtools view -Sb " ". $tag." .rRNA-free.unmapped.sam > " ". $tag." .rRNA-free.unmapped.bam");
system ("samtools view -Sb " ". $tag." .rRNA-free.sam > " ". $tag." .rRNA-free.bam");
unlink ($tag." .rRNA-free", $tag." .rRNA-free.unmapped.sam", $tag." .rRNA-free.sam");
print STDERR "BAM to BED...\n";
system ("bamToBed -bed12 -i " ". $tag." .rRNA-free.bam > " ". $tag." .rRNA-free.bed");
#Step 4 Generate bed file for each smRNA length (18-26nt)
print STDERR "Generating individual files...\n";
system ("awk -F '\t' '{a=substr(FILENAME,1,length(FILENAME)-3); if($11==18) print >> (a\"18.bed\"); else if($11==19) print >> (a
\"19.bed\"); else if($11==20) print >> (a\"20.bed\"); else if($11==21) print >> (a\"21.bed\"); else if($11==22) print >> (a\"22.bed\");
else if($11==23) print >> (a\"23.bed\"); else if($11==24) print >> (a\"24.bed\"); else if($11==25) print >> (a\"25.bed\"); else if(
$11==26) print >> (a\"26.bed\"); close((a\"18.bed\"); close((a\"19.bed\"); close((a\"20.bed\"); close((a\"21.bed\"); close((a\"22.bed
\"); close((a\"23.bed\"); close((a\"24.bed\"); close((a\"25.bed\"); close((a\"26.bed\");}' " ". $tag." .rRNA-free.bed");
}
#Step 5 Determine read distribution by length
system ("awk '!a[$4]++' " ". $tag." .rRNA-free.bed \ | awk '{print $11}' \ | sort \ | uniq -c \ | awk 'OFS=\"\t\"; print $2, $1}' > "
$.tag." .rRNA-free.len_dist.txt");
system ("awk '{n+= $2}END{print \"total\t\"n}' " ". $tag." .rRNA-free.len_dist.txt >> " ". $tag." .nf");
print STDERR "Lenth distribution summary done!\n";
#Step 6 Calculating the abundance of miRNA and bin
print STDERR "Counting start...\n";
opendir my $dir, "." or die $!;
my @dir = grep {/ $tag.*[0-9]\.bed/} readdir $dir;
close $dir;
open NF, "$tag.nf" or die $!;
while (my $line = <NF>){
    chomp $line;
    my ($met, $rc) = split /\t/, $line;
    next if($met eq "rRNA" && $mnorm eq "t");
    next if($met eq "total" && $mnorm eq "r");
    foreach my $sbed (@dir){
        system ("bedtools intersect -a " ". $prefix."/reference/" ". $genome." "_miRNA_miRNA_star.gff -b " ". $sbed." -wa -f 0.95 -c \ | awk -v x=\"$.rc.\"
'{print $10 * 1000000 / x}' > " ". $sbed." .nnew");
        system ("bedtools intersect -a " ". $prefix."/reference/" ". $genome." "_miRNA_miRNA_star.gff -b " ". $sbed." -wa -f 0.95 -c \ | awk '{print \
$10}' > " ". $sbed." .new");
        open BED, "$sbed" or die $!;
        my %hash = ();
        my %hash2 = ();
        my %hashp = ();
        my %hashn = ();
        while (my $bed = <BED>){
            chomp $bed;
            my @row = split /\t/, $bed;
            my $bin = int(($row[1]+1)/100);
            $hash{$row[0]}{$bin} ++;
            for(my $j=$row[1];$j<=$row[2];$j++){
                $hash2{$row[0]}{$j} ++;
                if($row[5] eq "+"){
                    $hashp{$row[0]}{$j} ++;

```

```

}else{
  $hashn{$row[0]}{$j} --;
}
}
}
close BED;
open TMP1, ">$sbed.bin" or die $!;
open TMP2, ">$sbed.nbin" or die $!;
foreach my $chr (sort keys %length){
  for(my $bi=0;$bi<=$length{$chr};$bi++){
    if(exists $hash{$chr}{$bi}){
      my $rpm = $hash{$chr}{$bi} * 1000000 / $src;
      print TMP1 "$hash{$chr}{$bi}\n";
      print TMP2 "$rpm\n";
    }else{
      print TMP1 "0\n";
      print TMP2 "0\n";
    }
  }
}
close TMP1;
close TMP2;
(my $bgp = $sbed) =~ s/bed$/p.bedgraph/;
system ("bedtools genomecov -split -strand + -bg -i ".$sbed." -g ".$prefix."/reference/".$genome."_chr_all.fasta.fai > ".$bgp);
open BGP, "<$bgp" or die $!;
(my $bgpo = $bgp) =~ s/bedgraph/$met\\.bedgraph/;
open BGPO, ">$bgpo" or die $!;
while (my $rr = <BGP>){
  chomp $rr;
  my @row = split /\t/, $rr;
  $row[3] = $row[3] * 1000000 / $src;
  print BGPO "$row[0]\t$row[1]\t$row[2]\t$row[3]\n";
}
close BGP;
close BGPO;
(my $bgn = $sbed) =~ s/bed$/n.bedgraph/;
system ("bedtools genomecov -split -strand - -bg -i ".$sbed." -g ".$prefix."/reference/".$genome."_chr_all.fasta.fai > ".$bgn);
open BGN, "<$bgn" or die $!;
(my $bgno = $bgn) =~ s/bedgraph/$met\\.bedgraph/;
open BGNO, ">$bgno" or die $!;
while (my $rr = <BGN>){
  chomp $rr;
  my @row = split /\t/, $rr;
  $row[3] = $row[3] * 1000000 / $src;
  print BGNO "$row[0]\t$row[1]\t$row[2]\t-$row[3]\n";
}
close BGN;
close BGNO;
(my $bg = $sbed) =~ s/bed$/bedgraph/;
system ("bedtools genomecov -split -bg -i ".$sbed." -g ".$prefix."/reference/".$genome."_chr_all.fasta.fai > ".$bg);
open BG, "<$bg" or die $!;
(my $bgo = $bg) =~ s/bedgraph/$met\\.bedgraph/;
open BGO, ">$bgo" or die $!;
while (my $rr = <BG>){
  chomp $rr;
  my @row = split /\t/, $rr;
  $row[3] = $row[3] * 1000000 / $src;
  print BGO "$row[0]\t$row[1]\t$row[2]\t$row[3]\n";
}
close BG;
close BGO;
unlink($bgp, $bgn, $bg);
system ("bedtools intersect -a gene.gff -b ".$sbed." -wa -c > ".$sbed.".gene.tmp");
system ("bedtools intersect -a promoter.gff -b ".$sbed." -wa -c > ".$sbed.".promoter.tmp");
system ("bedtools intersect -a te.gff -b ".$sbed." -wa -c > ".$sbed.".te.tmp");
open FILE, "$sbed.gene.tmp" or die $!;
my %out1 = ();
while(my $cc = <FILE>){
  chomp $cc;
  my @row = split /\t/, $cc;
  $out1{$row[8]} = $row[9];
}
close FILE;
open OUT1, ">$sbed\\.gene" or die $!;
open OUT2, ">1.gene" or die $!;

```

```

open OUT3, ">$sbed\gene.norm" or die $!;
foreach my $ge (sort keys %out1){
    print OUT1 "$out1{$ge}\n";
    print OUT2 "$ge\n";
    my $norm = $out1{$ge} * 1000000 / $rc;
    print OUT3 "$norm\n";
}
close OUT1;
close OUT2;
close OUT3;
open FILE, "$sbed.te.tmp" or die $!;
my %out2 = ();
while(my $dd = <FILE>){
    chomp $dd;
    my @row = split /\t/, $dd;
    $out2{$row[8]} = $row[9];
}
close FILE;
open OUT1, ">$sbed\TE" or die $!;
open OUT2, ">1.TE" or die $!;
open OUT3, ">$sbed\TE.norm" or die $!;
foreach my $tt (sort keys %out2){
    print OUT1 "$out2{$tt}\n";
    print OUT2 "$tt\n";
    my $norm = $out2{$tt} * 1000000 / $rc;
    print OUT3 "$norm\n";
}
close OUT1;
close OUT2;
close OUT3;
open FILE, "$sbed.promoter.tmp" or die $!;
my %out3 = ();
while(my $ee = <FILE>){
    chomp $ee;
    my @row = split /\t/, $ee;
    $out3{$row[8]} = $row[9];
}
close FILE;
open OUT1, ">$sbed\pro" or die $!;
open OUT2, ">1.pro" or die $!;
open OUT3, ">$sbed\pro.norm" or die $!;
foreach my $pp (sort keys %out3){
    print OUT1 "$out3{$pp}\n";
    print OUT2 "$pp\n";
    my $norm = $out3{$pp} * 1000000 / $rc;
    print OUT3 "$norm\n";
}
close OUT1;
close OUT2;
close OUT3;
undef %out1;
undef %out2;
undef %out3;
undef %hash;
undef %hash2;
}
system ("paste 1.bin ".$tag."*.bin > ".$tag.".count");
system ("paste 1.bin ".$tag."*.nbin > ".$tag.".met.norm.count");
system ("paste 1.new ".$tag."*.new > ".$tag.".miRNA.count");
system ("paste 1.new ".$tag."*.nnew > ".$tag.".miRNA.mnorm.count");
system ("paste 1.gene ".$tag."*.gene > ".$tag.".gene.count");
system ("paste 1.gene ".$tag."*.gene.norm > ".$tag.".gene.mnorm.count");
system ("paste 1.TE ".$tag."*.TE > ".$tag.".TE.count");
system ("paste 1.TE ".$tag."*.TE.norm > ".$tag.".TE.mnorm.count");
system ("paste 1.pro ".$tag."*.pro > ".$tag.".promoter.count");
system ("paste 1.pro ".$tag."*.pro.norm > ".$tag.".promoter.mnorm.count");
system ("rm ".$tag."*.new ".$tag."*.nnew ".$tag."*.tmp ".$tag."*.gene ".$tag."*.TE ".$tag."*.gene.norm ".$tag."*.TE.norm ".$tag."*.bin ".$tag."*.nbin ".$tag."*.pro ".$tag."*.pro.norm");
my (%mirna, %mi, %fas, %mseq, $nam);
open MI, "$prefix/reference/".$genome."_chr_all.fasta" or die $!;
while (my $mi = <MI>){
    chomp $mi;
    if($mi =~ />(.+)/){
        $nam = $1;
        $fas{$nam} = "";
    }
}

```

```

}else{
  $fas{$nam} .= $mi;
}
}
close MI;
open MI, "$prefix/reference/" . $genome . "_miRNA_miRNA_star.gff" or die $!;
while (my $mi = <MI>){
  chomp $mi;
  my @row = split /\t/, $mi;
  my $miseq = substr($fas{$row[0]}, $row[3]-1, $row[4]-$row[3]+1);
  if($row[6] eq "-"){
    $miseq =~ s/A/x/g;
    $miseq =~ s/T/A/g;
    $miseq =~ s/x/T/g;
    $miseq =~ s/C/x/g;
    $miseq =~ s/G/C/g;
    $miseq =~ s/x/G/g;
    $miseq = reverse $miseq;
  }
  $mirna{$miseq}{"name"} .= $row[8].",";
}
close MI;
foreach $miseq (keys %mirna){
  chop $mirna{$miseq}{"name"};
}
open MI, "$tag.miRNA.count" or die $!;
while (my $mi = <MI>){
  chomp $mi;
  my @row = split /\t/, $mi;
  foreach $miseq (keys %mirna){
    my @mi = split /;/, $mirna{$miseq}{"name"};
    for(my $i=0;$i<=$#mi;$i++){
      if($mi[$i] eq $row[0]){
        for(my $j=1;$j<=$#row;$j++){
          $mirna{$miseq}{"count"}{$j} += $row[$j];
        }
      }
    }
  }
}
close MI;
open MI, ">$tag.miRNA.count" or die $!;
foreach $miseq (sort keys %mirna){
  print MI "$mirna{$miseq}{name}";
  foreach my $count (sort {$a <=> $b} keys %{$mirna{$miseq}{"count"}}){
    print MI "\t$mirna{$miseq}{count}{$count}";
  }
  print MI "\n";
}
close MI;
open MI, "$tag.miRNA.$met.norm.count" or die $!;
while (my $mi = <MI>){
  chomp $mi;
  my @row = split /\t/, $mi;
  foreach $miseq (keys %mirna){
    my @mi = split /;/, $mirna{$miseq}{"name"};
    for(my $i=0;$i<=$#mi;$i++){
      if($mi[$i] eq $row[0]){
        for(my $j=1;$j<=$#row;$j++){
          $mirna{$miseq}{"count"}{$j} += $row[$j];
        }
      }
    }
  }
}
close MI;
open MI, ">$tag.miRNA.$met.norm.count" or die $!;
foreach $miseq (sort keys %mirna){
  print MI "$mirna{$miseq}{name}";
  foreach my $count (sort {$a <=> $b} keys %{$mirna{$miseq}{"count"}}){
    print MI "\t$mirna{$miseq}{count}{$count}";
  }
  print MI "\n";
}

```

```

}
close MI;
}
close NF;
print STDERR "Counting Completed!\n";
print STDOUT "Counting Completed!\n";
#Clean up
system ("rm -r ".$tag."*.fastq ".$tag.".rRNA.out ShortStack_ ".$tag." ".$tag."*.bed");
print STDERR "Clean up complete!\n";
print STDOUT "Clean up complete!\n";
}
if(!$nophasi){
print STDERR "phasiRNA Analysis...\n";
print STDOUT "phasiRNA Analysis...\n";
my %hash3 = ();
my $count = 0;
my %data1 = ();
my %data2 = ();
my $command = "samtools merge ".$sample.".bam ";
for(my $j=1;$j<=$num;$j++){
$command .= $sample."_ ".$j.".rRNA-free.bam ";
open my $rrna, "<$sample\_ $j.nf" or die $!;
while (my $r = <$rrna>){
chomp $r;
my ($rr, $base) = split /\t/, $r;
next if($rr eq "rRNA" && $mnorm eq "t");
next if($rr eq "total" && $mnorm eq "r");
$hash3{$rr} += $base;
}
close $rrna;
}
system $command;
system ("samtools view -h ".$sample.".bam > ".$sample.".sam");
my (%gene_len, %phase_res);
print STDERR "Reading SAM ...\n";
print STDOUT "Reading SAM ...\n";
open my $sam, "$sample.sam" or die $!;
open PHASAM, ">$sample.phasi.sam" or die $!;
while (my $ee = <$sam>) {
chomp $ee;
if ($ee =~ /^s*$/){
print PHASAM "$ee\n";
next;
}
if ($ee =~ /^@/){
print PHASAM "$ee\n";
next;
}
my ($readID, $flag, $chr, $pos, $MAPQ, $len, $line) = split /\t/, $ee;
next if !($len eq '21M' or $len eq '22M'); #21-22nt siRNA
print PHASAM "$ee\n";
if ($flag == 0){
$data1{$chr}{$pos}{0} ++;
$count ++;
} #forward strand
elsif ($flag == 16) {
$data2{$chr}{$pos}{16} ++;
$count ++;
} #reverse strand
if($count > 0 && $count % 100000 == 0){
print STDERR "Read counts: $count\r";
}
}
close PHASAM;
system ("samtools view -Sb ".$sample.".phasi.sam > ".$sample.".phasi.bam");
unlink $sample.".phasi.sam";
print STDERR "Read counts: $count\n";
print STDOUT "Read counts: $count\n";
close $sam;
print STDERR "Combining strands ...\n";
print STDOUT "Combining strands ...\n";
for my $chr (keys %data2) {
for my $pos (keys %{$data2{$chr}}) {
# 2-nt overhang
if (exists $data1{$chr}{$pos + 2}{0}) {

```

```

    $data1{$chr}{$pos+2}{0} += $data2{$chr}{$pos}{16};
  } else {
    $data1{$chr}{$pos+2}{0} = $data2{$chr}{$pos}{16};
  }
}
}
foreach my $norm (keys %hash3){
  my %data3 = ();
  my %phase_res = ();
  for my $chr (keys %data1) {
    for my $pos (keys %{$data1{$chr}}) {
      $data3{$chr}{$pos}{0} = $data1{$chr}{$pos}{0} * 1000000 / $hash3{$norm};
    }
  }
  print STDERR "Calculating phasing score ...\n";
  print STDOUT "Calculating phasing score ...\n";
  for my $chr (sort keys %data3) {
    print STDERR "$chr ...r";
    for my $pos (sort {$a <=> $b} keys %{$data3{$chr}}) {
      my ($n, $phased, $unphased, $phasing_score) = (0, 0, 0, 0);
      for my $cycle (0..9) { # 10 cycles B.Meyers lab, RNA, 2009
        my $new_pos = $pos + 21 * $cycle; # phased position
        if (exists $data3{$chr}{$new_pos}{0}) {
          $n ++; # num of pos plus 1
          $phased += $data3{$chr}{$new_pos}{0}; # phased cumulation
        }
        for my $unphased_nt_per_cycle (1..20) {
          $new_pos ++; # unphased positions
          if (exists $data3{$chr}{$new_pos}{0}) {
            $n ++; # num of pos plus 1
            $unphased += $data3{$chr}{$new_pos}{0}; # unphased cumulation
          }
        }
      }
      if ($n < 3 || $phased < 10) {
        $phasing_score = 0;
      } else {
        $phasing_score = ($n - 2) * log (1 + 10 * $phased / ($unphased + 1)); # B.Meyers lab 2009
      }
      $phase_res{$chr}{$pos} = $phasing_score;
    }
  }
  my %hash2 = ();
  print STDERR "Outputing result ...\n";
  open my $phase_res_out, ">$sample.$norm.phasiRNA.txt";
  open my $bg, ">$sample.$norm.phasiRNA.bedgraph";
  open my $plotbg, ">$sample.$norm.plot.phasiRNA.bedgraph";
  print $phase_res_out "#BIN,Phase_score\n";
  for my $chr (sort keys %phase_res) {
    for my $pos (sort {$a <=> $b} keys %{$phase_res{$chr}}) {
      print $plotbg "$chr\t$pos\t$pos\t$phase_res{$chr}{$pos}\n";
      if ($phase_res{$chr}{$pos} >= 50 && $data3{$chr}{$pos}{0} >= 1) {
        print $bg "$pos\t$pos\t$phase_res{$chr}{$pos}\n";
        my $bin = int($pos/100);
        if (!exists $hash2{$chr}{$bin}) {
          $hash2{$chr}{$bin} = $phase_res{$chr}{$pos};
        } elsif ($phase_res{$chr}{$pos} > $hash2{$chr}{$bin}) {
          $hash2{$chr}{$bin} = $phase_res{$chr}{$pos};
        }
      }
    }
  }
  for my $chr (sort keys %hash2) {
    for my $bin (sort {$a <=> $b} keys %{$hash2{$chr}}) {
      print $phase_res_out "$chr\t$bin,$hash2{$chr}{$bin}\n";
    }
  }
  close $phase_res_out;
  close $bg;
  close $plotbg;
  open TMP1, "$prefix/reference/" . $genome . ".annotation" or die $!;
  open TMP2, "$sample.$norm.phasiRNA.txt" or die $!;
  open TMP3, ">tmp3" or die $!;
  my %hash = ();
  while (my $aa = <TMP1>){

```

```
chomp $aa;
my @row = split /\t/, $aa;
my $id = shift @row;
$hash{$id} = join "\t", @row;
}
while(my $bb = <TMP2>){
    chomp $bb;
    my @row = split /,/ , $bb;
    $row[0] =~ s/"//g;
    if(exists $hash{$row[0]}){
        print TMP3 "$bb,$hash{$row[0]}\n";
    }else{
        print TMP3 "$bb,NA\n";
    }
}
close TMP1;
close TMP2;
close TMP3;
system ("mv tmp3 ".$sample.". ".$norm.". phasiRNA.txt");
undef %hash;
undef %hash2;
undef %data3;
undef %phase_res;
}
undef %data1;
undef %data2;
undef %hash3;
unlink $sample.".sam";
}
}
}
unlink ("gene.gff", "te.gff", "promoter.gff", "1.bin", "1.new", "1.gene", "1.TE", "1.pro");

####Statistic analysis
if(!$only){
unshift @out, $foldchange;
unshift @out, $pvalue;
unshift @out, $mnorm;
my $out = join " ", @out;
print STDERR "DSR analysis...\n";
print STDOUT "DSR analysis...\n";
print STDERR "\tfold Change $foldchange\tP Value $pvalue\n";
print STDOUT "\tfold Change $foldchange\tP Value $pvalue\n";
system ("Rscript --vanilla ".$prefix."/scripts/DSR.R ".$out);
opendir my $dir, "." or die $!;
my @dir = grep {/.+hyper.csv$/ .+.hypo.csv$/} readdir $dir;
closedir $dir;
foreach my $hcsv (@dir){
open CSV, "$hcsv" or die $!;
my %hash = ();
while (my $ff = <CSV>){
chomp $ff;
my @row = split /,/ , $ff;
if($row[0]=~/(\chr\w)_(\d+)/){
my $chr = $1;
my $bin = $2 * 100;
$hash{$chr}{$bin}{end} = $bin + 99;
$hash{$chr}{$bin}{value} = $row[2];
}
}
}
(my $bg = $hcsv) =~ s/csv$/bedgraph/;
open TMP, ">$bg" or die $!;
foreach my $chr (sort keys %hash){
foreach my $loc (sort {$a <=> $b} keys {%hash{$chr}}){
print TMP "$chr\t$loc\t$hash{$chr}{$loc}{end}\t$hash{$chr}{$loc}{value}\n";
}
}
close TMP;
close CSV;
}
opendir my $dir, "." or die $!;
my @dir = grep {/csv$/} readdir $dir;
closedir $dir;
open ANN, "$prefix/reference/".$genome.".annotation" or die $!;
my %hash = ();
```

```

while (my $aa = <ANN>){
  chomp $aa;
  my @row = split /\t/, $aa;
  my $id = shift @row;
  $hash{$id} = join "\t", @row;
}
close ANN;
foreach my $csv (@dir){
  open CSV, "$csv" or die $!;
  open TMP, ">tmp4" or die $!;
  while(my $bb = <CSV>){
    chomp $bb;
    my @row = split /,/, $bb;
    $row[0] =~ s/"//g;
    if(exists $hash{$row[0]}){
      print TMP "$bb,$hash{$row[0]}\n";
    }else{
      print TMP "$bb,NA\n";
    }
  }
}
close CSV;
close TMP;
system ("mv tmp4 ".$csv);
}

print STDERR "\nDE miRNA analysis...\n";
print STDOUT "\nDE miRNA analysis...\n";
print STDERR "\tFold Change $foldchange\tP Value $pvalue\n";
print STDOUT "\tFold Change $foldchange\tP Value $pvalue\n";
system ("Rscript --vanilla ".$prefix."/scripts/DEM.R ".$out);

print STDERR "\nDS gene analysis...\n";
print STDOUT "\nDS gene analysis...\n";
print STDERR "\tFold Change $foldchange\tP Value $pvalue\n";
print STDOUT "\tFold Change $foldchange\tP Value $pvalue\n";
system ("Rscript --vanilla ".$prefix."/scripts/DSG.R ".$out);

print STDERR "\nDS TE analysis...\n";
print STDOUT "\nDS TE analysis...\n";
print STDERR "\tFold Change $foldchange\tP Value $pvalue\n";
print STDOUT "\tFold Change $foldchange\tP Value $pvalue\n";
system ("Rscript --vanilla ".$prefix."/scripts/DST.R ".$out);

print STDERR "\nDS Promoter analysis...\n";
print STDOUT "\nDS Promoter analysis...\n";
print STDERR "\tFold Change $foldchange\tP Value $pvalue\n";
print STDOUT "\tFold Change $foldchange\tP Value $pvalue\n";
system ("Rscript --vanilla ".$prefix."/scripts/DSP.R ".$out);
}

####Cleaning

mkdir $output if(!($nophasi || !$only);
if(!$nophasi && !$nomapping){
  system ("mv *phasiRNA.bedgraph *phasiRNA.txt ".$output);
}
if(!$only){
  system ("mv *.pdf ".$out[3]."*.*.csv ".$output);
}
shift @out;
for my $oo (@out){
  next if ($oo =~ /^\/d+\.?\d*$/);
  system ("mv ".$oo.*.bedgraph ".$output);
}
if(!$nophasi || !$only){
  system ("mv log.txt ".$output);
}
}

####END

}elseif($mode eq "mrna"){

####Mapping start

my @out;

```

```

while(@ARGV){
my $sample = shift @ARGV;
push @out, $sample;
my $num = shift @ARGV;
die "Please provide enough biological replicates\n type \"-h\" for more information" if($num < 1);
push @out, $num;
if(!$nomapping){
my $id = "";
my ($idt, $ind, $chr, %index);
open GFF, "$prefix/reference/" . $genome . "_genes.gff" or die $!;
while(my $aa = <GFF>){
chomp $aa;
my @row = split /\t/, $aa;
next if($row[2] =~ /UTR/ || $row[2] =~ /c_transcript/ || $row[2] =~ /region/);
next if($row[2] eq "protein" || $row[2] eq "CDS");
next if($row[2] =~ /^[^]RNA/);
if($row[2] =~ /gene/){
if($row[8] =~ /^ID=(AT[\dCM]\w+\d+);/o){
$id = $1;
$ind = int($row[3]/100000);
$chr = $row[0];
$index{$chr}{$ind}{$id}{start} = $row[3];
$index{$chr}{$ind}{$id}{end} = $row[4];
$index{$chr}{$ind+1}{$id}{start} = $row[3];
$index{$chr}{$ind+1}{$id}{end} = $row[4];
$index{$chr}{$ind-1}{$id}{start} = $row[3];
$index{$chr}{$ind-1}{$id}{end} = $row[4];
}
}elsif($row[8] =~ /Parent=$id/){
$index{$chr}{$ind}{$id}{exon} .= $row[3]."\t".$row[4].";";
$index{$chr}{$ind+1}{$id}{exon} .= $row[3]."\t".$row[4].";";
$index{$chr}{$ind-1}{$id}{exon} .= $row[3]."\t".$row[4].";";
}
}
close GFF;
my (%out, %hash);
foreach my $chr (sort keys %index){
foreach my $ind (sort keys %{$index{$chr}}){
foreach my $gene (sort keys %{$index{$chr}{$ind}}){
my @exon = split /\t/, $index{$chr}{$ind}{$gene}{exon};
foreach my $zz (@exon){
$hash{$zz} = "";
}
my @exon = sort keys %hash;
$index{$chr}{$ind}{$gene}{exon} = join ";", @exon;
undef %hash;
$out{$gene}{exon_count} = 0;
$out{$gene}{intron_count} = 0;
}
}
}
for(my $i=1;$i<=$num;$i++){
my $file = shift @ARGV;
my $oo = $sample . "_" . $i;
print STDERR "Mapping $oo...\n";
print STDOUT "Mapping $oo...\n";
if($file !~ /\t/){
if($adapter ne ""){
&trimming($file, $oo);
unlink $oo.".rRNA.out";
system ("hisat2 --max-intronlen 60000 -p \"$score\" --dta -x \"$prefix./reference/\" . $genome . "_chr_all -U \"$oo\" -rRNA-free.fastq -S \"$oo\".sam 2>>log.txt");
unlink ($oo."-rRNA-free.fastq", $oo."_trimmed.fastq");
}
else{
if(! -e $file && $file =~ /^SRR\d+/{
print STDERR "Downloading...\n";
print STDOUT "Downloading...\n";
system ("prefetch.2.8.2 \"$file\"; mv ~/ncbi/public/sra/" . $file . ".sra .");
system ("fastq-dump.2.8.2 \"$file\".sra; rm \"$file\".sra");
$file = ".fastq";
}
system ("hisat2 --max-intronlen 60000 -p \"$score\" --dta -x \"$prefix./reference/\" . $genome . "_chr_all -U \"$file\" -S \"$oo\".sam 2>>log.txt");
}
}
}

```

```

}else{
my @file = split /\./, $file;
die "Please provide correct files\ntype \"-h\" for more information" if($#file > 1);
if($adapter ne ""){
&trimming($file[0], $oo."_R1");
&trimming($file[1], $oo."_R2");
unlink ($oo."_R1.rRNA.out", $oo."_R2.rRNA.out");
system ("hisat2 --max-intronlen 60000 -p ".$score." --dta -x ".$prefix."/reference/".$genome."_chr_all -1 ".$oo."_R1-rRNA-free.fastq -2
".$oo."_R2-rRNA-free.fastq -S ".$oo."_sam 2>>log.txt");
unlink ($oo."_R1-rRNA-free.fastq", $oo."_R2-rRNA-free.fastq", $oo."_R1_trimmed.fastq", $oo."_R2_trimmed.fastq");
}else{
if(! -e $file[0] && $file[0] =~ /^SRR\d+/{
print STDERR "Downloading...\n";
print STDOUT "Downloading...\n";
system ("prefetch.2.8.2 ".$file[0]."; mv ~/ncbi/public/sra/".$file[0].".sra .");
system ("fastq-dump.2.8.2 ".$file[0].".sra; rm ".$file[0].".sra");
$file[0] .= ".fastq";
}
if(! -e $file[1] && $file[1] =~ /^SRR\d+/{
print STDERR "Downloading...\n";
print STDOUT "Downloading...\n";
system ("prefetch.2.8.2 ".$file[1]."; mv ~/ncbi/public/sra/".$file[1].".sra .");
system ("fastq-dump.2.8.2 ".$file[1].".sra; rm ".$file[1].".sra");
$file[1] .= ".fastq";
}
system ("hisat2 --max-intronlen 60000 -p ".$score." --dta -x ".$prefix."/reference/".$genome."_chr_all -1 ".$file[0]."-2 ".$file[1]."-S "
$oo."_sam 2>>log.txt");
}
}
system ("samtools view -Sb ".$oo."_sam > ".$oo."_bam");
system ("samtools sort -@ ".$score." -o ".$oo."_bam ".$oo."_bam");
print STDERR "Start counting...\n";
print STDOUT "Start counting...\n";
open SAM, "<$oo.sam" or die $!;
my $m;
while (my $bb = <SAM>) {
next if($bb =~ /^@/);
$m ++;
if($m % 500000 == 0){
print STDERR "Read Count:$m\n";
}
chomp $bb;
my @row = split /\t/, $bb;
next if($row[5] =~ /[IDSPHX=]/);
my $chr = $row[2];
my $start = $row[3];
my $ind = int($start/100000);
my $skip = 0;
my $length = 0;
my $n = 0;
my $k = 0;
my (@xx, $yy);
undef @xx;
my @map = split /\n/, $row[5];
foreach my $seg (@map){
if ($seg =~ /(\d+)M(\d+)/) {
$yy = $start + $1 -1;
$xx[$n] = $start.";" . $yy;
$length += $1;
$skip += $2;
$n ++;
$start = $start + $1 + $2;
}elseif ($seg =~ /(\d+)M/){
$length += $1;
$yy = $start + $1 -1;
$xx[$n] = $start.";" . $yy;
}
}
foreach my $id (sort keys %{index{$chr}{$ind}}){
if ($row[3] + 5 >= index{$chr}{$ind}{$id}{start} && $yy <= index{$chr}{$ind}{$id}{end} + 5) {
foreach my $part (@xx){
my @site = split /\./, $part;
foreach my $exon (split /\t/, index{$chr}{$ind}{$id}{exon}){
my @tmp = split /\t/, $exon;
if ($site[0] + 1 >= $tmp[0] && $site[1] <= $tmp[1] + 1) {

```

```

    $k ++;
    last;
  }
}
}
if ($k == $n + 1) {
  $out{$id}{exon_count} ++;
}else{
  $out{$id}{intron_count} ++;
}

}
}
}
print STDERR "Read Count:$m\n";
print STDOUT "Read Count:$m\n";
close SAM;
open OUT, ">$oo.txt" or die $!;
print OUT "Transcript\tExon\tIntron\tTotal\tLength\n";
foreach my $name (sort keys %out){
  my $total = $out{$name}{exon_count} + $out{$name}{intron_count};
  print OUT "$name\t$out{$name}{exon_count}\t$out{$name}{intron_count}\t$total\t$geneinfo{$name}{long}\n";
}
unlink $oo.".sam";
}
}
}

###Statistic Analysis

if(!$only){
  print STDERR "Fold Change\t$foldchange\tP Value\t$pvalue\n";
  print STDOUT "Fold Change\t$foldchange\tP Value\t$pvalue\n";
  my $put = join " ", @out;
  system ("Rscript --vanilla ".$prefix."/scripts/DEG.R ".$pvalue." ".$foldchange." ".$put);
  system ("mkdir ".$output."; mv *.pdf *.csv *.txt ".$output);
  system ("mv nohup.out ".$output) if(-e "nohup.out");
}

###END

}elseif($mode eq "tt"){

### Mapping Start

How the deposited data were processed for this re-analysis (not part of the article)

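Counts of mRNA-seq reads per gene were analysed for 12 libraries of 15-day-old *Arabidopsis thaliana* seedlings, 3 replicates each of *cpr1 aba1*, *pTPR1:TPR1-HA* and 2 sets of Col. The small RNA sequencing, northern blots and RT-PCR of the paper were not analysed here.

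The authors trimmed the reads, mapped them to TAIR 10 with HISAT2 and deposited counts for 38194 genes per library, in exons, in introns and in total, with no normalization. According to the code the paper prints, alignments with insertions, deletions or clipping are skipped, and a read is counted for every gene within whose ends it lies, with a small tolerance, so a read inside 2 overlapping genes is counted for both. Each file also lists a gene length, an annotation value in another unit that the authors deposited beside the counts and that was not used here. Gene symbols, positions and product names come from the TAIR10.1 annotation, in which 37898 of the 38194 gene identifiers were found and 296, those of organelle genes, were not.

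The printed code sets the counts to 0 before the replicates of a genotype are read and not between them. A rule fixed in advance, after reading that code and Supplementary Data 8 and 10, said that if the deposited counts of nearly every gene never fall from replicate 1 to 3 of a genotype, each replicate's own counts are the difference from the replicate before it. Among the 38194 genes 0 fell in any of the 4 groups of libraries, so the rule applied to all 12 libraries. The title of 1 Col library used for *pTPR1:TPR1-HA* lacks its replicate number, which was taken as 2. The Col set of each line and the use of total counts were decided by the match with the *R* gene values of Supplementary Data 8 (165 of 165 genes) and 10 (166 of 166 genes). Own totals ranged from 24182294 to 39575598 reads per library. At 10 RPM these depths give a counting error between 5.32% and 6.43% for the smallest library of each group, and the replicates varied by 5.86% (*cpr1 aba1* and its Col) and 9.68% (*pTPR1:TPR1-HA* and its Col) beyond counting. These errors cover counting only and take every count as an independent read. Since 83.5% of the counts from 2 to 20 were even, they are lower limits.

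Each line was compared with its own Col set with edgeR 4.0.16 (R 4.3.3), using TMM normalization, the default filter on low counts, the quasi-likelihood test and Benjamini-Hochberg adjustment. The standard error of a log2 fold change was taken as its size divided by the square root of the test's F. RPM is scaled to the library's total of reads counted on genes. CPM is scaled to the TMM-normalized total of the genes that passed the filter, and 0.5 was added to it before the log. The thresholds follow the paper's methods. A DEG has a fold change over 2 or under 0.5, an adjusted p under 0.01 and a mean over 10 RPM in either genotype, and an *R* gene a fold change over 1.5 or under 0.67 and an adjusted p under 0.05. The 167 *R* genes are those of Supplementary Data 8 and 10. As a group they were compared with 10000 random gene lists matched on mean expression, with limma's camera test (limma 3.58.1) and with an exact permutation test of the libraries' mean log2 CPM. A test of the difference between the effects in the 2 lines used all 12 libraries and an adjusted p under 0.05. Predicted phasiRNA targets, from Supplementary Data 12 at a score up to 4 and without the 3 source genes, were compared with other *R* genes by 100000 permutations. Exon and intron changes were compared in *R* genes with at least 10 intron counts in each genotype and a pseudocount of 0.5.

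The genes named are, by a rule fixed in advance, the 3 source *R* genes, the genes altered in the lines, the *R* genes and the genes of all kinds with the largest rises and falls past the thresholds, and the *TAS* loci and the *MIR* loci named in the annotation for which the paper gives RT-PCR primers. The tests were tried on simulated counts with 200 changed genes, of which edgeR recovered 200 and DESeq2 199, while edgeR also called 11 unchanged genes. Without any changed gene edgeR called 0 of 22272 genes at an adjusted p under 0.05.

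The alternatives were the counts as deposited, DESeq2 1.42.0, a combined DESeq2 setting (DESeq2, which the paper names, on the counts as deposited, with an unadjusted p and a mean normalized count over 10 in place of RPM, which are assumptions, since the paper states RPM and leaves the adjustment open), library-size normalization only, no filter on low counts, an unadjusted p, a mean normalized count over 10 in place of RPM, all 6 Col libraries, the other Col set, exon counts only, the replicate number as a block, and each library left out in turn. Summaries were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. GO annotations were not used here, and the search of product names that stands in for them used word lists written after the counts were available but before the changed genes were known.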

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

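None of the tests in this part was chosen after its result was seen, but the reading of the comparison between the Col sets was made more cautious after its result was seen.

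The effects of *cpr1 aba1* and *pTPR1:TPR1-HA* differed in many genes. A test of the difference itself over all 12 libraries found 7724 of 22943 genes at an adjusted p under 0.05 (edgeR's quasi-likelihood test), and 1714 of them differed more than 2-fold. The log2 fold change was higher in *cpr1 aba1* in 2939 of them and higher in *pTPR1:TPR1-HA* in 4785. This split goes by sign, so it does not show in which line the change was larger in size. The 7724 genes include 72 of the 151 tested *R* genes. Of 32 regroupings of the libraries that part the same-numbered libraries in the same way, 2 gave as many genes, the real one included. The other was the exchange of the 2 Col sets, with 14123 genes. That is not a random regrouping, since any difference shared by a line and its own Col set cancels in the real comparison and adds up in the exchanged one, so a larger number follows from the design. The largest of the remaining regroupings gave 4279. The Col sets themselves differed in 11972 genes and the mutant lines in 12370. If a difference between the Col sets were behind it, more of the 7724 genes should differ between the Col sets than between the lines. The shares were 72.2% and 73.6%. By the rule as first written, this would have spoken against the Col sets, but shares this close do not decide it. A difference that a line shares with its own Col set cancels. Each line was compared with 1 Col set only, so an effect of the set of libraries on a single genotype cannot be told apart from an effect of the line.

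The authors counted intron reads separately, and the paper does not report on them. In *R* genes with at least 10 intron counts, intron counts rose by a median of 0.55 on the log2 scale in *cpr1 aba1* (86 genes, 69 higher) and by 0.52 in *pTPR1:TPR1-HA* (77 genes, 58 higher), against 0.04 and -0.05 in all genes with intron counts. A change after transcription, such as a change in RNA stability, should raise exon counts more than intron counts. The median difference of exon minus intron change was -0.0343 in *cpr1 aba1* (p = 0.963 by permutation against matched random lists, two-sided) and 0.00785 in *pTPR1:TPR1-HA* (p = 0.618, by permutation in the same way). Regroupings of the 6 libraries that part the same-numbered libraries as the real grouping does gave as large a difference in 2 of 4 cases in *cpr1 aba1* and in 4 of 4 in *pTPR1:TPR1-HA*, the real one included. Differences this close to 0 are bound to be matched, so these counts of regroupings carry no weight. In the printed code, a read not wholly inside exons counts as intron, and the tally of exon matches is not reset between overlapping genes. Intron counts can therefore include exonic reads, which follow the exon counts. A difference close to 0 thus cannot exclude a change after transcription. A change in transcription of *R* genes remains a hypothesis, and the value in *pTPR1:TPR1-HA* became -0.15 with all 6 Col libraries. The other 6 regroupings in each line part fewer of the same-numbered libraries and were not counted.

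The rise of the *R* genes was also weighed against gene length and expression level. Of 10000 random lists matched on both, 0 reached the median of the *R* genes in *cpr1 aba1* and 0 in *pTPR1:TPR1-HA*. Among the 4 comparable regroupings of the 6 libraries, 1 gave as many upregulated *R* genes in *cpr1 aba1* and 1 in *pTPR1:TPR1-HA*, the real one. For downregulated *R* genes it was 1 of 4 and 4 of 4, where the latter is fixed in advance, since any grouping reaches 0. As many *R* genes leaned in a direction in 3 of 4 regroupings in *cpr1 aba1* and in 2 of 4 in *pTPR1:TPR1-HA*, the real one included. Each of the other regroupings exchanges 1 pair of libraries and keeps part of the real difference, so a lean in the same direction follows from the design, and these counts carry no weight. With 4 regroupings the share is never under 0.05, so chance cannot be excluded by this route. For all genes, 1 of 4 regroupings gave as many upregulated and 1 of 4 as many downregulated genes, in *cpr1 aba1* and in *pTPR1:TPR1-HA* alike. Of 32 pairs of regroupings of both comparisons, 1 shared as many upregulated genes, the real one. In each line the other comparable regroupings gave 0 upregulated genes, so pairs that include them had none to share. This count of pairs therefore carries no weight of its own.

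In *pTPR1:TPR1-HA*, 180 genes were downregulated, a list the paper does not report. The largest falls were those of *MRD1* (At1g53480, log2 fold change -7.58), At1g07887 (-7.54) and *HEI10* (At1g53490, -3.86). These genes overlap on chromosome 1 between 19963047 and 19966952, so they can share reads and are not 3 separate observations. Against the Col set of *cpr1 aba1*, 680 genes were down. Of the 4 regroupings above, 1 gave as many downregulated genes, the real one. That is the smallest number this design allows, so the test could not have excluded chance, and no other regrouping reached the real number. The fall of *DREB1A* (-3.84) became a rise of 2.45 with the other Col set.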

How the results depend on the processing

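No test in this part was chosen after its result was seen, and the alternatives were chosen before the data were examined. Of 231 recomputed values of the 16 main results, 199 kept their direction and their size or side of the threshold, 30 moved and 2 reversed. Where they changed, the cause was not tested unless a value is given for it.

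With the combined DESeq2 setting (counts as deposited, unadjusted p, mean normalized count over 10 in place of RPM), the genes up and down in *cpr1 aba1* numbered 1985 and 1198 (881 and 556 otherwise), those up and down in *pTPR1:TPR1-HA* 1946 and 715 (801 and 180), and 1105 (523) were up in both. *R* genes down numbered 4 (1) and 2 (0). Part of this shift came with the measure of expression. With a mean normalized count over 10 in place of RPM, and nothing else changed, the numbers were 1573, 940, 1415, 387 and 919, with 3 and 1 *R* genes down. Many more genes pass this threshold than pass 10 RPM (22286 against 14272 in *cpr1 aba1*).

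The choice of Col libraries also changed results. With the other Col set, 1458 genes were up and 1119 down in *cpr1 aba1*, with 2 *R* genes down, and 680 were down in *pTPR1:TPR1-HA*, with 25 *R* genes up and 13 down, and 49 of 100 *R* genes higher. All 6 Col libraries gave 532 genes up in *pTPR1:TPR1-HA*, 23 *R* genes up and 1 down there, and 0 *R* genes down in *cpr1 aba1*. In *pTPR1:TPR1-HA* the difference of exon and intron change of *R* genes became -0.15 with all 6 Col libraries (p = 0.0232, by permutation) and -0.0146 on the counts as deposited. On these counts the genes whose change differs between the lines numbered 16599, against 7724.

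Single genes reversed with the other Col set, in *cpr1 aba1* At4g19530 (log2 fold change 0.15), *TAS2* (-0.57) and *TAS3* (0.35), and in *pTPR1:TPR1-HA* At1g63750 (-0.27), At5g43740 (0.17), *ABA1* (1.31), *DREB1A* (2.45), *TAS1A* (-0.42), *TAS2* (0.42) and *TAS3* (-1.00). With all 6 Col libraries, *TAS2* (-0.28) reversed in *cpr1 aba1*, and *ABA1* (0.10), *TAS1A* (-0.19), *TAS2* (0.0809) and *TAS3* (-0.54) in *pTPR1:TPR1-HA*. *TAS1A* in *pTPR1:TPR1-HA* also reversed on the counts as deposited (-0.0666) and with the combined DESeq2 setting (-0.0863). Among all 900 recomputed values of the 53 named-gene results, 19 were weaker and 25 stronger.

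Across the 6 fits that each left out 1 library, the *R* genes down ranged from 1 to 2 in *cpr1 aba1* and from 0 to 1 in *pTPR1:TPR1-HA*, the log2 fold change of *TAS1B* from -0.14 to 0.23 and from -0.18 to 0.13, and that of *TAS1A* in *pTPR1:TPR1-HA* from -0.14 to 0.21. The *R* genes up ranged from 49 to 50 and from 46 to 54. The replicate block changed no number of genes by more than 1.5 times. The depth limits what is said of loci with few reads, such as the *MIR* loci.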

Differences from the paper's values

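The tests in this part were not chosen after a result was seen. The number of upregulated genes in *cpr1 aba1* was 881, against the paper's 1743, and that of downregulated genes 556, against the paper's 1020. Of the alternatives set before the data were examined, DESeq2 on the counts as deposited with an unadjusted p and a mean normalized count over 10 (the combined DESeq2 setting, 1985 and 1198), a mean normalized count over 10 in place of RPM (1573 and 940) and the other Col set (1458 and 1119) came within 1.5 times of the paper's values, and the others did not. The paper states RPM, so neither setting with normalized counts is its stated method.

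In *pTPR1:TPR1-HA*, 801 genes were upregulated, against the paper's 1719, and 523 were upregulated in both lines, against the paper's 1000. The combined DESeq2 setting gave 1946 and 1105, and the mean normalized count over 10 gave 1415 and 919. No other alternative set before the data were examined closed either gap.

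Downregulated *R* genes in *cpr1 aba1* numbered 1, against the paper's 4. The combined DESeq2 setting gave 4 and the mean normalized count over 10 gave 3, and the others left the gap open. In *pTPR1:TPR1-HA* the number was 0 (also 0 at an unadjusted p under 0.05), against the paper's 2, which the combined DESeq2 setting reached. No other alternative did. The *R* genes over 10 RPM in *pTPR1:TPR1-HA* numbered 97, against the paper's 151. The combined DESeq2 setting gave 151 and the mean normalized count over 10 gave 150, and no other alternative came within 1.5 times.

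The paper's list of upregulated *R* genes in *cpr1 aba1* holds 70 genes, of which 51 are upregulated here. The other 19 were not over 10 RPM here. In *pTPR1:TPR1-HA*, 46 of the paper's 68 are upregulated here, 21 of the rest were not over 10 RPM, and 2 genes are upregulated here only. The paper describes At5g38850 as upregulated and At5g43740 as downregulated in *cpr1 aba1*. It adds that the change of At5g38850 was small and was not seen independently by RT-PCR. Here the log2 fold changes of these genes, 0.16 and -0.15, have these signs but an edgeR adjusted p of 0.127 and 0.0930.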

Other observations

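The comparison of the running sums with simulated counts and the test of the even counts were chosen only after it was seen that no gene falls and that low counts are mostly even. The rule for subtracting the counts and the other tests in this part were set before their results were seen.

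The deposited counts may be running sums over the replicates of a genotype. In the deposited counts of the 4 groups of libraries, 0 genes had a lower count in a later replicate, while simulated independent counts with the same totals fell in 5787 cases. This argues against independent counts in these libraries. For the 3 source *R* genes, DESeq2 on the counts as deposited gave the paper's log2 fold changes to 3 decimals. At1g63750, At5g38850 and At5g43740 had 0.637, 0.128 and -0.168 in *cpr1 aba1* and 1.427, 0.348 and -0.386 in *pTPR1:TPR1-HA*. On the replicates' own counts DESeq2 gave 0.614, 0.163 and -0.145, and 1.472, 0.304 and -0.392. For these genes, this argues against own counts as the paper's input. Summing is a candidate cause of smaller p-values, since it makes replicates share reads. In simulated counts without any changed gene, edgeR called 0 genes at an adjusted p under 0.05 before summing and 5518 after it, and DESeq2 1 and 2865. In the data, edgeR called 13255 genes on the replicates' own counts and 18848 on the counts as deposited in *cpr1 aba1*, and 8824 and 17238 in *pTPR1:TPR1-HA*. The numbers of genes past the fold-change thresholds hardly moved (881 against 887 genes up in *cpr1 aba1*).

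Of 44614 counts from 2 to 20 in the replicates' own counts, 37255 (83.5%) were even, where independent reads give about as many odd as even counts. The methods state single-end reads, and the printed code also has a branch for paired reads that counts each mate. The excess of even counts is consistent with both mates of a pair having been counted as separate reads, in which case the number of fragments is lower than the counts. The reads were not used here, so this remains a hypothesis.

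Release from phasiRNAs of the 3 source genes was tested as an explanation of the rise of *R* genes. If it were the cause, the *R* genes that Supplementary Data 12 predicts as targets should rise more than the others. In *cpr1 aba1* the mean log2 fold change was 0.70 ± 1.05 for 62 predicted targets and 0.81 ± 1.18 for 44 other *R* genes (SD over genes), a difference of -0.11 (standard error over genes 0.22, permutation test over genes, two-sided, p = 0.624). In *pTPR1:TPR1-HA* it was 0.79 ± 0.97 for 53 targets and 0.97 ± 0.85 for 41 others, a difference of -0.17 (standard error over genes 0.19, permutation test over genes, two-sided, p = 0.365). Comparable regroupings of the 6 libraries gave as large a difference in 1 of 4 cases in each line, the real one. The other regroupings keep only part of the real change, so smaller differences follow from the design, and these counts carry no weight. A larger rise of predicted targets was not detected, and differences within about 2 of these standard errors of the estimates are not excluded. The prediction covers 93 *R* genes, and genes are not independent replicates.

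The paper measured *TAS* transcripts by RT-PCR and describes them as reduced in both lines (Fig. 7f and Supplementary Fig. 4). In the mRNA-seq counts, *TAS3* fell by 0.77 on the log2 scale in *cpr1 aba1* (edgeR adjusted p = 3.1e-08), and *TAS1C* rose by 0.32 (edgeR adjusted p = 0.00572), while *TAS1A* (0.10), *TAS1B* (0.09) and *TAS2* (0.08) changed by less than their standard errors (0.10, 0.15 and 0.10). In *pTPR1:TPR1-HA* *TAS1C* changed by 0.29 (edgeR adjusted p = 0.0436), and *TAS2* by -0.20 (standard error 0.08), which did not pass the adjustment (edgeR adjusted p = 0.0715). *TAS1A* (0.08, standard error 0.18), *TAS1B* (-0.07, standard error 0.17) and *TAS3* (0.16, standard error 0.13) changed little against their errors. *TAS3b* (At5g49615), with 6 to 14 reads per library, changed by 0.62 (standard error 0.40), which did not pass the adjustment (edgeR adjusted p = 0.252). In *cpr1 aba1* *TAS3b* had too few reads to be tested. The signs of *TAS2* and *TAS3* in both lines, and of *TAS1A* in *pTPR1:TPR1-HA*, reversed with the other Col set. Of the 15 *MIR* loci looked up, *MIR159b* (At1g18075) alone had enough reads to be tested, between 9 and 34 per library. Its log2 fold change was -0.54 in *cpr1 aba1* (standard error 0.43, edgeR adjusted p = 0.292) and -0.53 in *pTPR1:TPR1-HA* (standard error 0.32, edgeR adjusted p = 0.230), and neither passed an adjusted p of 0.05. The others had at most 7 reads in a library, too few to compare.

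The paper gives *ABA1* the identifier At5g63070. In TAIR10.1 that identifier is a ribosomal protein S19 gene, with 0 to 4 reads per library, and *ABA1* is At5g67030. The 2 Col sets differed in *ABA1*, with 109 ± 6.92 RPM in the set used for *cpr1 aba1* and 352 ± 14.6 in the other (SD, n = 3 each), and in At1g63750, with 27.1 ± 2.63 and 7.15 ± 0.791 RPM.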
